# Myelin dysfunction drives amyloid-β deposition in models of Alzheimer’s disease

**DOI:** 10.1038/s41586-023-06120-6

**Published:** 2023-05-31

**Authors:** Constanze Depp, Ting Sun, Andrew Octavian Sasmita, Lena Spieth, Stefan A. Berghoff, Taisiia Nazarenko, Katharina Overhoff, Agnes A. Steixner-Kumar, Swati Subramanian, Sahab Arinrad, Torben Ruhwedel, Wiebke Möbius, Sandra Göbbels, Gesine Saher, Hauke B. Werner, Alkmini Damkou, Silvia Zampar, Oliver Wirths, Maik Thalmann, Mikael Simons, Takashi Saito, Takaomi Saido, Dilja Krueger-Burg, Riki Kawaguchi, Michael Willem, Christian Haass, Daniel Geschwind, Hannelore Ehrenreich, Ruth Stassart, Klaus-Armin Nave

**Keywords:** Oligodendrocyte, Alzheimer's disease

## Abstract

The incidence of Alzheimer’s disease (AD), the leading cause of dementia, increases rapidly with age, but why age constitutes the main risk factor is still poorly understood. Brain ageing affects oligodendrocytes and the structural integrity of myelin sheaths^1^, the latter of which is associated with secondary neuroinflammation^2,3^. As oligodendrocytes support axonal energy metabolism and neuronal health^4–7^, we hypothesized that loss of myelin integrity could be an upstream risk factor for neuronal amyloid-β (Aβ) deposition, the central neuropathological hallmark of AD. Here we identify genetic pathways of myelin dysfunction and demyelinating injuries as potent drivers of amyloid deposition in mouse models of AD. Mechanistically, myelin dysfunction causes the accumulation of the Aβ-producing machinery within axonal swellings and increases the cleavage of cortical amyloid precursor protein. Suprisingly, AD mice with dysfunctional myelin lack plaque-corralling microglia despite an overall increase in their numbers. Bulk and single-cell transcriptomics of AD mouse models with myelin defects show that there is a concomitant induction of highly similar but distinct disease-associated microglia signatures specific to myelin damage and amyloid plaques, respectively. Despite successful induction, amyloid disease-associated microglia (DAM) that usually clear amyloid plaques are apparently distracted to nearby myelin damage. Our data suggest a working model whereby age-dependent structural defects of myelin promote Aβ plaque formation directly and indirectly and are therefore an upstream AD risk factor. Improving oligodendrocyte health and myelin integrity could be a promising target to delay development and slow progression of AD.

## Abstract (web summary)

Mouse models show that myelin dysfunction and associated inflammation increase with age, which can promote amyloid-β deposition and therefore risk of developing Alzheimer’s disease.

## Main

The pathology of AD is characterized by the deposition of Aβ plaques and neurofibrillary tangles primarily in the neocortex and hippocampus. According to the amyloid hypothesis of AD, the build-up of Aβ initiates a cascade of harmful events that lead to neuronal dysfunction. More than lifestyle choices and genetic predisposition, old age is the primary risk factor for AD development, but exactly how brain ageing is linked to amyloid deposition is unclear. Myelin, a spirally wrapped and compacted glial membrane, enhances axonal conduction speed, and its non-compacted regions allow oligodendrocytes to provide metabolic support to the neuronal compartment^7^. The specific cellular architecture of myelin makes protein and lipid turnover challenging and slow^8,9^. This, together with the long lifetime of oligodendrocytes^10^, might explain the structural deterioration of myelin with age^1^. We speculated that the breakdown of myelin integrity in the ageing brain acts as a driving force for Aβ deposition. We tested this hypothesis in mouse models of amyloidosis, in which we used genetic and pharmacological manipulation to introduce various degrees of myelin dysfunction.

## Myelin decline in patients with AD

Macroscopic-scale brain imaging studies have suggested that cortical myelin damage occurs in the preclinical phase of AD^11–14^. Microscopy-based evidence of this damage, however, remains scarce. We therefore used immunofluorescence to analyse intracortical myelin integrity in a small group of patients with AD, focusing on the trans-entorhinal area (Fig. 1 and Extended Data Fig. 1a,b). We observed a decline in intracortical myelin density in autopsy samples from patients with AD that were not limited to the immediate vicinity of plaques. Sites of myelin loss were also associated with increased numbers of IBA1^+^ microglia (Extended Data Fig. 1a,b). Correlations in human neuropathology cannot determine whether myelin loss is the cause or consequence of neuronal AD pathology such as axonal decay. To clarify this issue, we used two different experimental animal models of AD (5×FAD and *APP*^*NLGF*^; Extended Data Fig. 1c) to investigate whether loss of myelin can act as an upstream driver of amyloidosis. Specifically, we combined the AD mouse models with mice that develop subtle myelin disintegration that is induced using genetic methods (Extended Data Fig. 1c). Mice with loss of function (null mutants) of the myelin architectural proteins CNP and PLP display minor structural myelin defects: lack of CNP causes the collapse of cytosolic channels within the myelin sheath^15^ associated with axonal swellings^16^. PLP-deficient myelin lacks physical stability, impairs axonal energy metabolism^17^ and causes axonopathy at higher age^4^. We first compared normal brain ageing of C57BL/6 wild-type (WT) mice with that of *Cnp*^*−/−*^ mice and *Plp*^*−/y*^ mice on the same background. Immunostaining showed that *Cnp*^*−/−*^ and *Plp*^*−/y*^ mice have progressive gliosis in grey and white matter between the age of 3 and 6 months. The progressive gliosis was qualitatively similar to aged WT mice (24 months old) but more substantial (Extended Data Fig. 1d,e and Supplementary Fig.  2). Similar to patients with AD, the aged WT mice and more so the myelin-defective mutant mice displayed significant reductions in intracortical myelin content, especially in the upper cortical layers (Extended Data Fig. 1d,e).

**Fig. 1:**
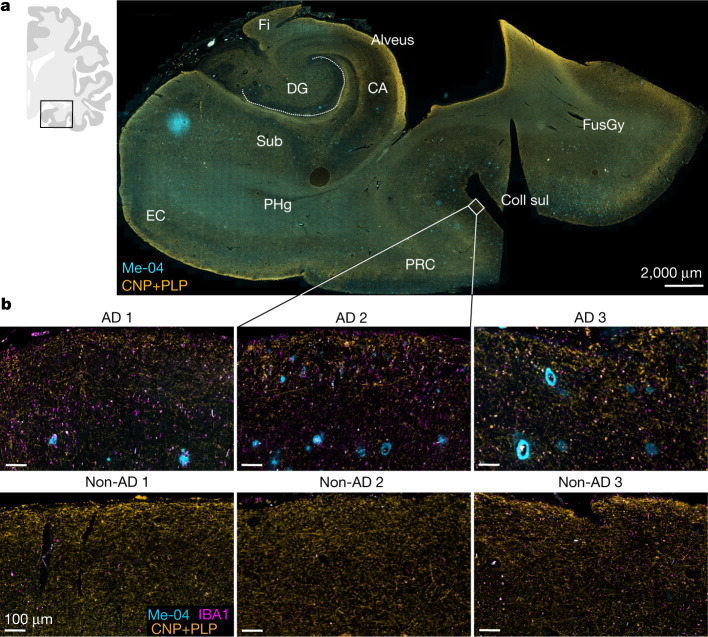
Myelin damage in patients with AD. Fluorescent immunolabelling of CNP and PLP (myelinated fibres) and IBA1 (microglia) and Me-04 staining (Aβ plaques) in the medial temporal lobe of patients with AD and in unaffected individuals (non-AD). **a**, Annotated overview image of the medial temporal lobe of a patient with AD indicating the location of magnified images. **b**, Magnified images of the upper cortical layers in the transentorhinal cortex in patients with AD and in unaffected individuals (*n* = 3 per group). CA, cornu ammonis; Coll sul: collateral sulcus; DG, dentate gyrus; EC, entorhinal cortex; Fi, fimbria; FusGy, fusiform gyrus; PHg, parahippocampal gyrus; PRC, perirhinal cortex; Sub, subiculum.

## Myelin defects exacerbate Aβ deposition

To determine whether such ageing-associated myelin defects can drive amyloid deposition, we crossbred *Cnp*^*−/−*^ and *Plp*^*−/y*^ mutants with 5×FAD mice and analysed plaque burden in the resulting offspring (Extended Data Fig. 1c). For this analysis, we optimized a Congo red in toto plaque staining and clearing protocol based on the iDISCO technique for light sheet microscopy (LSM) (Supplementary Fig. 3) to determine the amyloid plaque load in the entire brain in an unbiased fashion. When compared with 5×FAD mice, both *Cnp*^*−/−*^;5×FAD mice and *Plp*^*−/y*^;5×FAD mice showed marked increases in amyloid plaque load in hippocampal white matter (alveus) and cortex at 6 months of age (Fig. 2a–d and Extended Data Fig. 2a–d). In both mouse models, the effects were strongest in the alveus, a hippocampal white matter tract: here Aβ was deposited in very small aggregates, which indicated an increased formation of amyloid seeds. Increases in plaque load were observed at 6 months but not yet at 3 months of age (Extended Data Fig. 2e,f) when *Cnp*^*−/−*^ mice and *Plp*^*−/y*^ mice exhibited only subtle myelin defects and reactive gliosis (Extended Data Fig. 1d). Moreover, 5×FAD control mice and the myelin mutant mice did not show plaque pathology in the alveus at this age (Extended Data Fig. 2g). To exclude the possibility that these effects are specific to the 5×FAD model and *App* overexpression, we validated our findings in crossbreedings of *Cnp*^*−/−*^ mice and the *APP*^*NLGF*^ knock-in model, in which three mutations in the human gene encoding amyloid precursor protein (*APP*) is expressed under the control of the endogenous *App* locus (Extended Data Fig. 2h). We also tested whether aged myelin mutant animals per se (without the human *APP* transgene) could naturally develop amyloid plaques in their lifetime. No amyloid deposits, however, were detected in 14-month old *Plp*^*−/y*^ mice or in 22-month-old long-lived mice in which *Plp* was conditionally knocked out in the forebrain (*Emx*^*cre*^*Plp*^*fl/fl*^ mice) (Extended Data Fig. 2i,j). These results are in line with studies showing that rodent amyloid is relatively resistant to aggregation^18^ and that mice overexpressing rodent Aβ do not develop amyloidosis in their lifetime^19^.

**Fig. 2:**
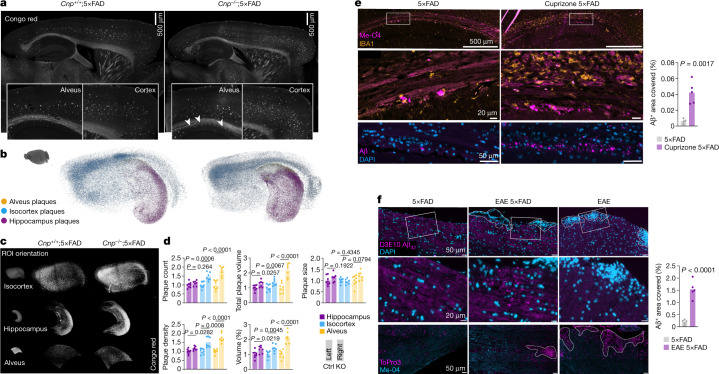
Dysmyelination and demyelination enhance amyloid plaque deposition in 5×FAD mice. **a**–**d**, LSM analysis of 6-month-old *Cnp*^*+/+*^;5xFAD and *Cnp*^*−/−*^;5xFAD mouse brains stained for Congo red. **a**, Representative LSM 2D single planes. Inlays show close-up images of the cortex and alveus. Arrowheads indicate small amyloid deposits in the alveus. **b**, 3D representation of hippocampal, isocortical and alveus plaques represented as coloured centroids. **c**, 3D cropped regions of interest (ROIs) of a representative brain rendered in maximum intensity modus. **d**, 3D quantification of plaque load in the indicated ROIs normalized to the controls. *n* = 8 for control, *n* = 7 for mutant. Ctrl, control; KO, knockout. **e**, Left, 2D immunostaining images of microglia (IBA1) and Aβ plaques with Me-04 (top two rows) or antibody-labelling (bottom row) in the alveus of cuprizone-treated 5×FAD mice (cuprizone 5×FAD) and control animals (5xFAD). Right, quantification of amyloid-positive deposits in the alveus. *n* = 4 for control, *n* = 5 for cuprizone treatment. **f**, Left, 2D immunostaining images of amyloid using antibody labelling (top two rows) or the β-sheet dye Me-04 (bottom row). EAE lesions are indicated by nuclei accumulations (DAPI or ToPro3 labelling) and marked by dashed lines. EAE control animals are shown to rule out nonspecific staining of lesion sites in EAE. Right, quantification of amyloid-positive deposits in the lesion environment. *n* = 5 for control, *n* = 5 for EAE treatment. For **d**–**f**, statistical analysis: two-sided, unpaired Student’s *t*-test (*P* values are indicated in the graphs). Bars represent the means, dots represent biological replicates/mice/*n*. Source data

Secondary myelin alterations have been described in mouse models of AD^20,21^. However, our immunostaining, western blot and electron microscopy (EM) analyses did not detect substantial myelin pathology in 6-month-old 5×FAD mice or *APP*^*NLGF*^ mice (Extended Data Fig. 3). Similarly, the subtle myelin pathology that occurs in *Cnp*^*−/−*^ mice and *Plp*^*−/y*^ mice was not modified by crossbreeding to the 5×FAD genotype (Extended Data Fig. 3i–l). The observed plaque-promoting effects are therefore not simply an altered secondary response of oligodendrocytes or myelin to amyloid deposits.

We also investigated whether myelin dysfunction modifies 5×FAD behavioural deficits by performing behavioural testing in the Y-maze and the elevated plus maze (Extended Data Fig. 3m–p). In both types of mazes, myelin mutant mice presented with hyperactivity that was further exacerbated in *Cnp*^*−/−*^;5×FAD mice. In the elevated plus maze, *Cnp*^*−/−*^5×FAD mice preferred the open arms, which is indicative of an unusual lack of anxiety. Statistical analyses confirmed supra-additive effects (interactions) of 5×FAD and especially the *Cnp*^*−/−*^ genotype. Myelin defects and amyloid pathology seem to synergistically worsen behavioural deficits indicative of disinhibition, which is a neuropsychiatric symptom that is also present in patients with AD^22^.

## Acute demyelination drives Aβ deposition

To confirm that myelin dysfunction is an upstream driver of plaque pathology, we tested the effect of acute demyelination. Young adult 5×FAD mice were fed a cuprizone-containing diet for 4 weeks followed by a 4-week recovery period, after which the plaque load was determined by LSM. This method leads to substantial demyelination in the medial corpus callosum and the alveus accompanied by microgliosis followed by complete remyelination after 4 weeks (Extended Data Fig. 4a,b). Interpreting the outcome of this experiment was complicated, however, because the copper-chelating properties of cuprizone interfere with plaque core formation, which depends on copper^23^. Indeed, the in toto LSM results showed that cuprizone treatment seemed to ameliorate hippocampal and cortical Aβ pathology (Extended Data Fig. 5c). However, the amyloidosis-driving effect of demyelination predominated the inhibition by copper chelation in substantially demyelinated areas, such as the hippocampal alveus. In this brain region, less-compacted Aβ plaques in cuprizone-treated 5×FAD mice were well stained with anti-Aβ antibodies, which revealed a large increase in small amyloid aggregates (Fig. 2e).

Independent evidence to support our working model was provided by results from 5×FAD mice in which experimental autoimmune encephalomyelitis (EAE) was induced. We immunized young 5×FAD animals with myelin oligodendrocyte glycoprotein (MOG) peptide and analysed their brains and spinal cords 4 weeks later (Fig. 2f and Extended Data Fig. 4d). Results from a previous study^24^ of aged J20 and Tg2576 mouse models of AD showed that EAE reportedly reduced brain plaque load. However, we did not find a difference in amyloid deposition in young 5×FAD mice with EAE (Extended Data Fig. 4e) due to the lack of demyelination pathology in the brain (Extended Data Fig. 4f–h). By contrast, in the spinal cord, where demyelinating EAE pathology substantially develops (Extended Data Fig. 4i), we identified small, atypical amyloid aggregates in the peri-lesion environment, which were absent from control 5×FAD mice (Fig. 2f). We verified the presence of aggregated amyloid by staining spinal cord sections with the β-sheet dye methoxy-04 (Me-04) (Fig. 2f). Of note, in spinal cord from WT animals with EAE, no such Me-04^+^ material was found, which rules out the possibility of nonspecific detection of lipid deposits in demyelinated lesions (Fig. 2f). Spinal cord grey matter plaque deposition, as seen later in 5×FAD mice with disease progression, could not be detected in 14-week-old 5×FAD mice or in EAE 5×FAD mice (Extended Data Fig. 4i,j). Taken together, myelin defects—both chronic and acute—drive amyloid deposition in mouse models of AD, which identifies dysfunctional myelin as an upstream risk factor for amyloid deposition.

## Lack of myelin ameliorates Aβ deposition

Compared to other apes, humans show a disproportional enlargement of prefrontal white matter^25^. This raises the question of whether the extent of cortical myelination per se could have a causal role in human AD. We therefore wondered what the impact of the near complete absence of cortical myelin would have on the course of amyloidosis in 5×FAD mice. To this end, we generated a line of forebrain-specific shiverer mice in which cortical axons are largely unmyelinated (*Emx*^*cre*^*Mbp*^*fl/fl*^; forebrain shiverer mice) and crossbred them to 5×FAD mice (Extended Data Fig. 5a). At 3 months of age, forebrain shiverer;5×FAD mice were strongly protected against amyloid deposition in both the hippocampus and the cortex (Extended Data Fig. 5b–d). However, at 6 months of age, this effect was largely lost, which indicated that there is a delay in plaque formation in the absence of myelin (Extended Data Fig. 5e). At 6 months of age, plaque burden in the alveus was increased in forebrain shiverer;5×FAD mice, quantitatively similar to *Cnp*^*−/−*^ and *Plp*^*−/y*^ crossbred mice. Qualitatively, however, alveus plaques in forebrain shiverer;5×FAD mice differed in their morphology and distribution (Extended Data Fig. 5f), which pointed towards a different mechanism of increased plaque burden in these models. We conclude that proper myelin ensheathment and healthy myelin have an initially inhibitory effect on plaque formation.

## Myelin dysfunction affects APP metabolism

We next investigated how myelin defects mechanistically drive amyloidosis. In theory, the defects could either promote APP processing and Aβ generation or interfere with Aβ removal (or a combination of both). We first investigated APP metabolism in *Cnp*^*−/−*^;5×FAD mice. Axonal swellings that stain positive for APP are prominent features of ischaemia, brain injury and myelin disorders, and we speculated that these swellings contribute to the generation of Aβ in myelin mutant animals. Stalling axonal transport can enhance amyloid production, probably by increasing BACE1 and APP interactions in axonally transported vesicles^26–28^, and axons seem to be important sites of amyloid secretion^29–31^. In *Cnp*^*−/−*^ mice and *Cnp*^*−/−*^;5×FAD crossbred mice, numerous myelin damage-associated swellings of axonal origin were observed (Extended Data Fig. 6a–d). In 5×FAD control mice, almost no such swellings were found and axonal injury was limited to the immediate vicinity of the plaque and arranged in a circular pattern (termed corona) (Extended Data Fig. 6a–d). High-pressure freezing EM analyses showed that myelin-damage-associated swellings were enriched in vesicular structures that were probably endosomal or lysosomal in origin (Fig. 3a), which are thought to be primary production sites of Aβ^32,33^. Using antibodies against APP processing enzymes and multiple APP- and Aβ-specific antibodies (Fig. 3b), we found that axonal swellings in the brains of *Cnp*^*−/−*^;5×FAD mice accumulated β-secretase and γ-secretase, co-stain for APP and BACE1 and consequently stain positive for β- and γ-cleaved APP fragments and Aβ (Fig. 3c–e and Extended Data Fig. 6e–g). Immunostaining also showed increased levels of soluble APPβ in cortical tissue in *Cnp*^*−/−*^;5×FAD mice. In this brain region, similar to white matter, numerous myelin-damage-associated swellings were observed in addition to plaque-associated swellings (Extended Data Fig. 6h). Similar observations were made in *Plp*^*−/y*^;5×FAD mice, which were used as an independent model of myelin dysfunction (Extended Data Fig. 6i–k).

**Fig. 3:**
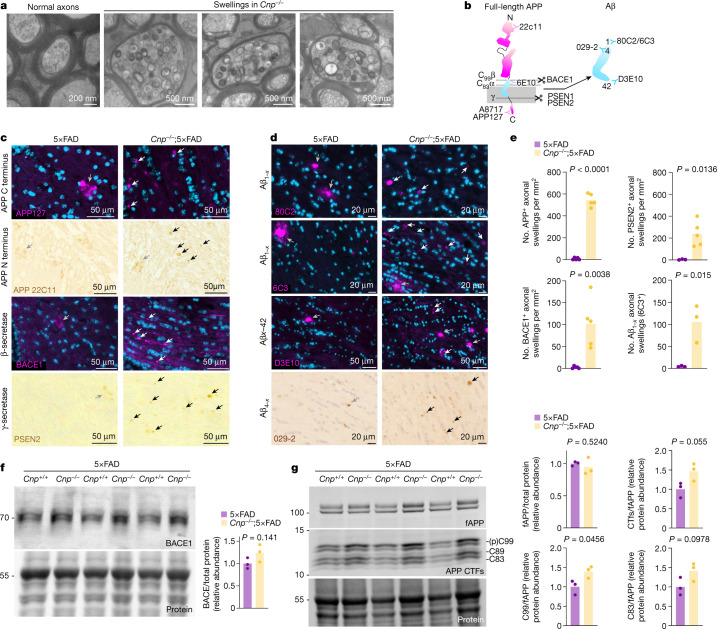
Myelin dysfunction alters APP processing. **a**, High-pressure freezing EM of optic nerves from 6-month-old WT and *Cnp*^*−/−*^ mice. Nerves from *Cnp*^*−/−*^ mice show (plaque-independent) axonal swellings with accumulation of endosomal and lysosomal structures and multivesicular bodies. The same observations were made in three independent samples per mice per group. **b**, Schematic representation of APP cleavage and binding sites of anti-APP and anti-Aβ antibodies used. **c**, Fluorescent and chromogenic immunostaining images of APP and APP cleavage enzymes BACE1 (β-secretase) and PSEN2 (as part of the γ-secretase complex) in white matter (fimbria) from *Cnp*^*−/−*^;5×FAD mice. Grey arrowheads mark plaque-associated axonal swellings typically forming a corona. Black and white arrowheads indicate plaque-independent axonal swellings as observed in *Cnp*^*−/−*^ mice. **d**, Fluorescent and chromogenic immunostainings of Aβ peptides in white matter (fimbria) of *Cnp*^*−/−*^;5×FAD mice and 5×FAD mice. Grey arrowheads indicate proper amyloid plaques, typically stained intensely. White arrows indicate swellings stained positive by the respective Aβ-antibody, but typically stained less intensely and more round in structure. **e**, Quantification of axonal swellings positive for APP, BACE1, PSEN2 and Aβ (6C3) in white matter (fimbria) of 5×FAD control mice and *Cnp*^*−/−*^;5xFAD mice. For BACE1 and APP quantification, *n* = 5 for 5×FAD and *Cnp*^*−/−*^;5×FAD. For PSEN2 quantification, *n* = 3 for 5×FAD and *n* = 5 for *Cnp*^*−/−*^;5×FAD. For 6C3, *n* = 3 for 5×FAD and *Cnp*^*−/−*^;5×FAD. **f**, Fluorescent immunoblot analysis of BACE1 levels in microdissected cortex of *Cnp*^*−/−*^;5×FAD mice and 5×FAD mice. **g**, Fluorescent immunoblot analysis of APP fragmentation in the membrane-bound fraction of microdissected cortical tissue of *Cnp*^*−/−*^;5×FAD mice and 5×FAD control mice. (p)C99, phospho-C99. For **f** and **g**, the molecular weight marker (in kDa) is indicated on the left. For quantifications in **f** and **g**, full-length APP (fAPP) and BACE1 levels were normalized to total protein stain. CTF levels were normalized to fAPP. *n* = 3 per group. For **e**–**g**, statistical analysis: two-sided, unpaired Student’s *t*-test (*P* values are indicated in the graphs). Bars represent means, dots represent biological replicates/mice/lanes/*n*. Source data are given in Supplementary Fig. 1. Source data

We further corroborated these findings by western blot analyses of white matter and the cortex, which showed increased levels of BACE1 (which was significant in white matter) (Fig. 3f and Extended Data Fig. 6l) in 6-month-old *Cnp*^*−/−*^;5×FAD mice. When we investigated APP processing by immunoblotting, cortical but not white matter APP metabolism was shifted towards an increased abundance of APP carboxy-terminal fragments (CTFs), but without changes to full-length APP abundance or the α/β CTF ratio (Fig. 3g and Extended Data Fig. 6m–o). It is tempting to speculate that axonally generated CTFs in the white matter could be retrogradely transported and accumulate over time in neuronal cell bodies of the cortex, as western blotting showed that these areas are enriched in CTFs. Together, these findings suggest that myelin defects affect APP metabolism and Aβ generation.

## Myelin defects alter microglia responses

Glial cells play important parts in the clearance of myelin debris and amyloid peptides, and microglia form barriers around amyloid plaques^34^. Thus, we investigated in vitro and in vivo how these cells react to amyloid when additionally challenged with defective myelin. Prior exposure of bone-marrow-derived macrophages—a commonly used in vitro model to study AD-related phagocyte function—to myelin debris strongly inhibited amyloid phagocytosis (Extended Data Fig. 7a,b). In vivo, cortical microglia failed to cluster around amyloid plaques in *Cnp*^*−/−*^;5×FAD mice and *Plp*^*−/y*^5×FAD mice despite substantial increases in microglia numbers in both white and grey matter in these models (Fig. 4a–d and Extended Data Fig. 7c–k). Notably, we observed the same effect in *Cnp*^*−/−*^;*APP*^*NLGF*^ crossbred mice (Extended Data Fig. 7h). An equivalent analysis of this phenotype was not possible in the primary demyelination models owing to substantial microglia and macrophage infiltration and because the primary effects in these models were not observed in cortical tissue (Extended Data Fig. 7l,m).

**Fig. 4:**
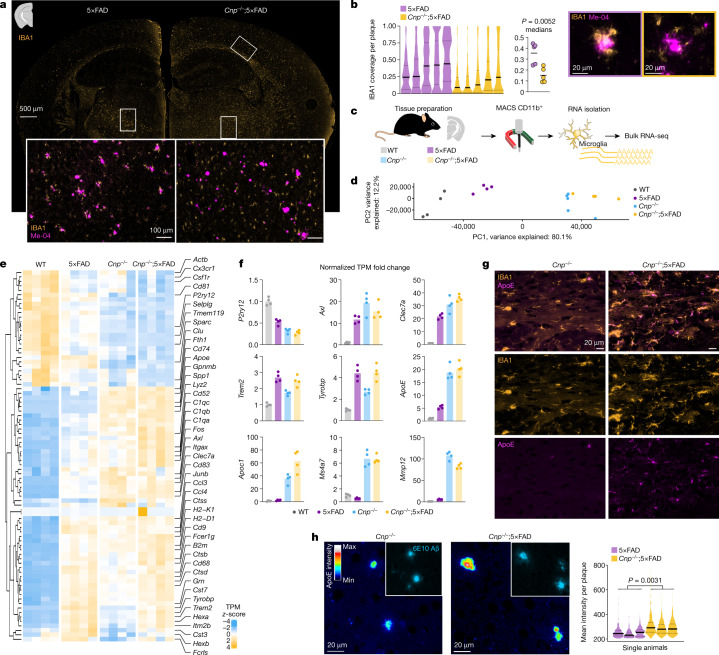
Loss of microglial corralling around amyloid plaques in myelin mutant mice. **a**, 2D immunofluorescence analysis of microglial reaction to amyloid plaques in *Cnp*^*−/−*^;5×FAD and 5×FAD mice by IBA1 and amyloid co-staining (Me-04). **b**, Left, automated quantification of IBA1 plaque coverage in the cortex. Each violin plot represents a single animal/biological replicate/*n*. *n* = 5 per group. Black lines represent medians. In total, 2,017 individual cortical plaques were analysed in 5×FAD brain slices and 2,190 in *Cnp*^*−/−*^;5×FAD brain slices. Middle, graph shows distribution of medians. Lines indicate means. Statistical analysis: two-sided, unpaired Student’s *t*-test (*P* values are indicated on the graphs) on biological replicate data. Right, two representative plaques for each genotype. **c**, Experimental setup for microglia bulk RNA-seq. Microglia were isolated from hemispheres of 6-month-old WT, *Cnp*^*−/−*^, 5×FAD and *Cnp*^*−/−*^;5×FAD animals and subjected to RNA-seq (biological replicates, *n* = 4 for each genotype). **d**, PCA was used for evaluating relative distances between normalized RNA transcripts per kilobase million (TPM) profiles. Dots represent biological replicates. Principal component 1 (PC1) explained 80.1% of data variability and strongly reflected *Cnp*^*−/−*^-dominated microglia transcriptome changes. **e**, Heatmap of top genes contributing to PC1 variability. **f**, Normalized expression level for selected genes (homeostatic marker *P2ry12*, DAM signature *Trem2*, *Tyrobp*, *Axl* and *Clec7a*, and differential regulated genes in *Cnp*^*−/−*^;5×FAD mice (*Apoc1*, *ApoE, Ms4a7* and *Mmp12*)). Bars represent means, dots represent mice/biological replicates/*n* (*n* = 4 per group). **g**, ApoE enrichment in microglia in white matter from *Cnp*^*−/−*^;5×FAD mice. Immunofluorescence staining of ApoE and IBA1 to mark microglia. The same observations were made in three independent samples per mice per group. **h**, Left, microscopy analysis of plaque-associated ApoE in cortical plaques in 5×FAD mice and *Cnp*^*−/−*^;5xFAD mice pseudo-coloured according to a rainbow lookup table. Right, violin plots of mean ApoE fluorescence intensity per plaque. Each violin plot represents a single animal. Black lines indicate medians. Statistical analysis: unpaired, two-tailed Student’s *t*-test on biological replicate data. *n* = 3 per genotype, 703 plaques for 5×FAD, 846 plaques for *Cnp*^*−/−*^;5×FAD in total. Source data

Similar defects in microglial plaque-corralling have been previously described in *Trem2* loss-of-function scenarios^34–36^. We therefore investigated whether myelin dysfunction interferes with the upregulation of *Trem2* and the induction of the disease-associated microglia (DAM) signature that is associated with a plaque-corralling phenotype^37^. To this end, we performed magnetic activated cell sorting (MACS) of microglia and bulk RNA sequencing (RNA-seq) (Fig. 4c). Principal component analysis (PCA) (Fig. 4d and Extended Data Fig. 8b) and differential gene expression analysis revealed incremental downregulation of homeostasis markers throughout the WT, 5×FAD, *Cnp*^*−/−*^ and *Cnp*^*−/−*^;5×FAD trajectory with concomitant increases in activation and inflammatory genes (Fig. 4e,f and Extended Data Fig. 8a–e). Clustering of differentially expressed genes (DEGs) based on normalized expression and subsequent gene ontology (GO) enrichment analysis confirmed an overall more inflammatory profile of microglia isolated from *Cnp*^*−/−*^ mice (Extended Data Fig. 8d,e and Supplementary Tables 1 and 2). Classical DAM signature genes were upregulated in microglia from 5×FAD mice and were further increased in microglia from *Cnp*^*−/−*^ mice and *Cnp*^*−/−*^;5×FAD mice (Fig. 4e,f and Extended Data Fig. 8c). DEG analysis between *Cnp*^*−/−*^;5×FAD mice and 5×FAD mice identified many previously reported DAM signature genes (*Clec7a*, *Gpnmb*, *Apoe*, *Spp1*, *Axl* and *Itgax*) and genes of the *Ms4a* cluster as highly upregulated in *Cnp*^*−/−*^;5×FAD mice (Extended Data Fig. 8f–h). Such a signature was previously described to be a feature of highly phagocytic microglia in early development and for brain border macrophages^38^*. Trem2* and *Tyrobp*, however, showed unaltered induction levels (Fig. 4f). As *Ms4a* genes can regulate the level of soluble TREM2 and modify AD risk^39^, we used immunoblot analysis to rule out the possibility that myelin dysfunction affects TREM2 protein levels or cleavage through increased *Ms4a* expression (Extended Data Fig. 9a). Functional enrichment analysis revealed upregulation of GO terms and pathways related to the immune response in *Cnp*^*−/−*^;5×FAD mice (Extended Data Fig. 8i). STRING (Extended Data Fig. 8i) and DEG analyses showed substantial upregulation of lipid-metabolism-related genes (*Apoe*, *Apoc1*, *Apoc4* and *Lpl*) in *Cnp*^*−/−*^;5×FAD mice (Extended Data Fig. 8j). Results of co-immunostaining experiments showed increased levels of APOE, a well-known factor in Aβ aggregation^40^, in microglia (Fig. 4g) and amyloid plaques in *Cnp*^*−/−*^;5×FAD mice (Fig. 4h).

To better understand the DAM-like microglial signature induced by myelin defects, we further performed single-nuclei RNA-seq (snRNA-seq) on brain tissue from *Cnp*^*−/−*^;5×FAD mice and respective controls (Fig. 5a and Extended Data Fig. 9b–d). 

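Brain hemispheres without cerebellum and olfactory bulb were taken from 6-month-old WT, *Cnp*-/-, 5×FAD and *Cnp*-/-;5×FAD mice, and 2 libraries of single nuclei were sequenced for each of the 4 genotypes. *Cnp*-/- mice lack the myelin protein CNP, and 5×FAD mice carry transgenes that lead to amyloid plaques. In the droplet assay, the 3′ end of each captured transcript is tagged with a unique molecular identifier (UMI), so that PCR copies of 1 molecule are counted once. The authors aligned the reads to the mm10 genome with CellRanger, removed ambient transcripts with CellBender and filtered nuclei on their numbers of detected genes and UMIs. The deposited values are counts of UMIs per gene and nucleus after these steps, without normalization, and come with the authors' cell type for each nucleus and their subpopulation for microglia and macrophages. Whether intronic reads were counted is not stated in the paper's text. The table of all cell types held 61949 nuclei and 32285 genes, with a median of 6811 UMIs per nucleus. Each library gave between 6801 and 8824 nuclei and between 68905044 and 82399061 UMIs. Microglia and macrophages made up 2291 nuclei with a median of 1327 UMIs. Of these nuclei, 199 and 70 came from the WT libraries, 272 and 137 from the *Cnp*-/- libraries, 492 and 340 from the 5×FAD libraries and 404 and 377 from the *Cnp*-/-;5×FAD libraries. Their total counts lay between 128533 UMIs in WT replicate 2 and 828682 UMIs in 5×FAD replicate 1. In mature oligodendrocytes, *Cnp* (ENSMUSG00000006782, chromosome 11 from 100574904 to 100591729 in GRCm38) was counted at 219 to 321 CPM in the 4 WT and 5×FAD libraries and at 23.2 to 32.8 CPM in the 4 libraries on the *Cnp*-/- background. The remaining *Cnp* counts could not be placed relative to the targeted part of the gene. For each library, UMIs were summed over a subpopulation (profiles of at least 20 nuclei) or over all microglia, because nuclei of 1 library are not independent replicates. Genes with low counts were removed with edgeR's filterByExpr function, the summed profiles were scaled by the TMM method, and groups of libraries were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (two-sided, threshold 0.05). Levels in CPM (UMIs of a gene relative to all UMIs of the summed profile) are without TMM scaling. Since the authors found the subpopulations by clustering the same counts, *P* values of comparisons between subpopulations overstate the evidence.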

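The authors' annotation divides the microglia and macrophage nuclei into 982 homeostatic microglia, 586 amyloid-DAM, 248 myelin-DAM, 270 microglia enriched in myelin transcripts (MyTE) and 205 macrophages, where DAM stands for disease-associated microglia. Median counts per nucleus ranged from 1159.5 UMIs in homeostatic microglia to 2761.5 UMIs in MyTE nuclei. The DAM marker *Trem2* (ENSMUSG00000023992, chromosome 17 from 48346401 to 48354147 in GRCm38) was counted at 274 ± 67.8 CPM (SD, *n* = 4 summed profiles) in amyloid-DAM, 229 ± 26.4 CPM (*n* = 4) in myelin-DAM and 213 ± 54.3 CPM (*n* = 8) in homeostatic microglia, and these means differed by less than the largest of the SDs. *Lpl* (ENSMUSG00000015568, chromosome 8 from 68880491 to 68907448) was counted at 262 ± 39.4 CPM in amyloid-DAM and 207 ± 91.4 CPM in myelin-DAM, against 19.6 ± 17.3 CPM in homeostatic microglia. *Spp1* (ENSMUSG00000029304, chromosome 5 from 104435118 to 104441050) had few counts, with 6 UMIs in the amyloid-DAM profiles, 14 UMIs in the myelin-DAM profiles and 4 UMIs in homeostatic microglia, or 7.52 ± 6.06, 55.8 ± 35.8 and 2.23 ± 4.47 CPM. Neither *Trem2* (log2 fold change of myelin-DAM over amyloid-DAM −0.31, adjusted *P* = 0.639) nor *Lpl* (−0.28, adjusted *P* = 0.731) differed between the DAM subpopulations by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and *Spp1* did not pass the filter. The sign of the *Lpl* difference turned to 0.01 without *Cnp*-/-;5×FAD replicate 2. No test against the other subpopulations was made. All subpopulations were found from these counts, which also limits the tests between the DAM subpopulations. When the nuclei were clustered again from 3000 variable genes and 40 principal components at the resolution of 0.5 that the paper gives for microglia, 183 of the 248 myelin-DAM nuclei fell into 1 cluster with 525 of the 586 amyloid-DAM nuclei. At a resolution of 0.8, a separate cluster held 214 of the myelin-DAM nuclei together with 111 homeostatic and 75 amyloid-DAM nuclei. All 270 MyTE nuclei stayed in 1 cluster at both resolutions. A later Seurat version than the authors' was used, without correction between libraries, so that these clusters need not match theirs.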

Cluster analysis identified five major microglia and macrophage subpopulations, including two distinct clusters (clusters 4 and 5) with high expression of DAM marker genes^37^ (*Trem2*, *Lpl* and *Spp1*) (Fig. 5b–d). Cluster 4 was almost exclusively derived from cells with the 5×FAD genotype, whereas cluster 5 consisted of cells from the *Cnp*^*−/−*^ background (Fig. 5e). 

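Shares of nuclei were compared between libraries, with the library as the replicate. The counts per library of Fig. 5e had been seen when the test of the MyTE share was set. Amyloid-DAM made up 35.0% ± 3.63 (SD, *n* = 4 libraries) of the microglia and macrophage nuclei in 5×FAD and *Cnp*-/-;5×FAD libraries and 2.32% ± 2.48 (*n* = 4) in WT and *Cnp*-/- libraries, a difference of 32.6 percentage points. Myelin-DAM made up 21.6% ± 8.18 (*n* = 4) in *Cnp*-/- and *Cnp*-/-;5×FAD libraries and 0.894% ± 0.880 (*n* = 4) in WT and 5×FAD libraries, a difference of 20.7 percentage points. In each case every library of the first group lay above every library of the second (two-sided exact permutation test, *P* = 0.0286, the smallest value that the 70 relabellings allow). After Benjamini-Hochberg adjustment over the 10 comparisons of 5 subpopulations and 2 factors, these exact *P* values became 0.0952. MyTE nuclei also made up a larger share on the *Cnp*-/- background, with 15.5% ± 4.33 against 7.05% ± 2.54 (*n* = 4 each, the same exact *P* value), and this difference rose to an exact *P* of 0.0571 without either WT replicate 1 (7.94 points) or WT replicate 2 (7.53 points). The share of homeostatic microglia was 20.2 points lower with 5×FAD (exact *P* = 0.0857) and 19.6 points lower on the *Cnp*-/- background (exact *P* = 0.114), and neither difference passed the threshold. Of the alternatives tried, clustering again at lower resolutions moved the amyloid-DAM difference most, to 27.0 points at 0.3 and 27.1 points at 0.5. No cluster of myelin-DAM formed at these resolutions. The myelin-DAM difference moved most when the nuclei were clustered again at 0.8, to 27.6 points (31.9% against 4.27%). Counted over nuclei, 566 of the 586 amyloid-DAM nuclei came from the 5×FAD genotypes (96.6%, 95% Wilson interval 94.8% to 97.8%) and 235 of the 248 myelin-DAM nuclei came from the *Cnp*-/- background (94.8%, 91.2% to 96.9%). These intervals cover counting error only, since nuclei of 1 library are not independent.

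**Figure D1:**
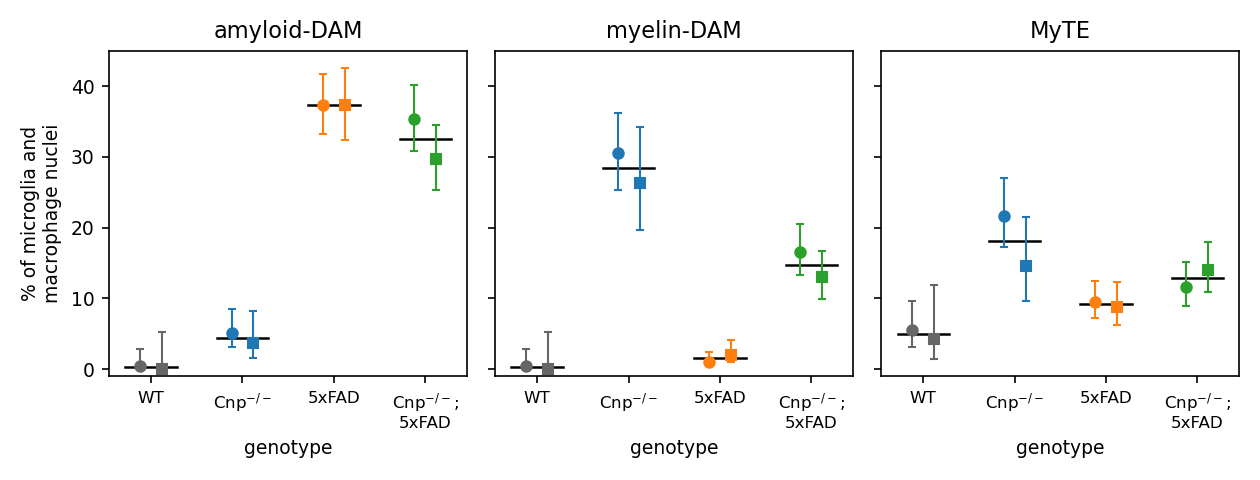
Share of microglia and macrophage nuclei (percent) in amyloid-DAM, myelin-DAM and MyTE, by genotype. Each point is 1 library (circles, replicate 1; squares, replicate 2) with its 95% Wilson interval, and black lines are means of both libraries. Amyloid-DAM is high in both genotypes with 5×FAD, and myelin-DAM is high in both genotypes without CNP.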

We therefore termed these two clusters myelin-DAM and amyloid-DAM, respectively. Differential expression analysis between myelin-DAM and amyloid-DAM revealed upregulation of lipid-metabolism-related genes (*Apoe*, *Abca1* and *Apobec1*) and genes of the *Ms4a* cluster in myelin-DAM, which corroborated findings from our bulk RNA-seq experiment (Fig. 5f and Extended Data Fig. 9e). 

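The 4 myelin-DAM profiles (2 from *Cnp*-/- and 2 from *Cnp*-/-;5×FAD libraries, 36 to 83 nuclei and 47149 to 102734 UMIs each) were compared with the 4 amyloid-DAM profiles (2 from 5×FAD and 2 from *Cnp*-/-;5×FAD libraries, 112 to 184 nuclei and 144790 to 280351 UMIs each). Both *Cnp*-/-;5×FAD libraries gave a profile to each group, and the 8 profiles were fitted as independent. Of 3052 genes tested, 115 passed the threshold, 52 of them higher in myelin-DAM and 63 lower, and 423 had an unadjusted *P* value below 0.05. The 2 groups of profiles did not overlap for 288 of all 3052 genes (9.44%), where chance gives 2.86%, and for 111 of the 115 genes, which were chosen for their difference. On simulated data of this design with 200 changed genes among 3052, the test recovered 82.5% of them. Of those changed 4-fold or more it recovered 96.9%, and smaller changes were recovered less often. Here and below, shares recovered are over simulated changes of all sizes. Among the alternatives, the count moved most when myelin-DAM and amyloid-DAM were compared within the *Cnp*-/-;5×FAD libraries alone, to 5 genes, and it rose to 181 without the filter on low counts. Without *Cnp*-/- replicate 1, it fell to 58 genes. *Apoe* (ENSMUSG00000002985, chromosome 7 from 19696109 to 19699188 in GRCm38) was counted at 874 ± 499 CPM (SD, *n* = 4 profiles) in myelin-DAM and 478 ± 340.3 CPM (*n* = 4) in amyloid-DAM. Its log2 fold change of 0.87 (standard error 0.385) did not pass the threshold (adjusted *P* = 0.326, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cnp*-/-;5×FAD replicate 2 held the highest *Apoe* value of each subpopulation (1612 and 981 CPM). Of 16 alternatives, 3 brought *Apoe* past the threshold, with log2 fold changes of 0.77 without the filter, 1.22 with the same number of nuclei per profile and 1.00 without *Cnp*-/-;5×FAD replicate 2, and the adjusted *P* ranged from 5.74e-04 to 0.726. *Abca1* (ENSMUSG00000015243, chromosome 4 from 53030787 to 53159895) was counted at 924 ± 173 CPM in myelin-DAM and 418 ± 115 CPM in amyloid-DAM, a log2 fold change of 1.07 (standard error 0.191, adjusted *P* = 0.0032 by the same edgeR test). *Apobec1* (ENSMUSG00000040613, chromosome 6 from 122577792 to 122602444) was counted at 1094 ± 131 CPM and 381 ± 115 CPM, a log2 fold change of 1.52 (standard error 0.174, adjusted *P* = 5.8e-05 by edgeR), with 1 amyloid-DAM profile, of *Cnp*-/-;5×FAD replicate 2, at 553 CPM and the other three between 307 and 346 CPM. Both genes passed the threshold in 15 of 16 alternatives, the exception being the comparison within the *Cnp*-/-;5×FAD libraries (log2 fold changes 0.73 and 1.34). Of the *Ms4a* genes, 19 were in the table, 8 had a UMI in these profiles and 1, *Ms4a7* (ENSMUSG00000024672, chromosome 19 from 11321039 to 11336146), passed the filter. *Ms4a7* had 36 UMIs in myelin-DAM (120.5 ± 6.18 CPM) and 8 UMIs in amyloid-DAM (8.76 ± 3.83 CPM), a log2 fold change of 3.51 (standard error 0.482, adjusted *P* = 3.28e-04 by edgeR). It passed the threshold in 12 of the 14 alternatives that tested it. Summed over the *Ms4a* genes, 123 UMIs were counted in myelin-DAM (403 ± 54.6 CPM) and 50 UMIs in amyloid-DAM (58.4 ± 11.1 CPM). Without the filter, the 8 *Ms4a* genes with a UMI were all higher in myelin-DAM, with a median log2 fold change of 2.29 (range 1.21 to 3.98), where the median over all genes was −0.26. The largest increases in myelin-DAM among genes whose profiles did not overlap were those of *Myof* (4.04), *Adam33* (3.71), *Ms4a7*, *Pirb* (3.49) and *Gpnmb* (2.97). Other genes labelled in Fig. 5f that were higher in myelin-DAM and past the threshold over all 8 profiles were *Lyz2* (2.22), *Pid1* (1.18), *Ctsh* (1.05), *Ccnd3* (1.02), *Fyb* (0.82) and *Cd84* (0.67).

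**Figure D2:**
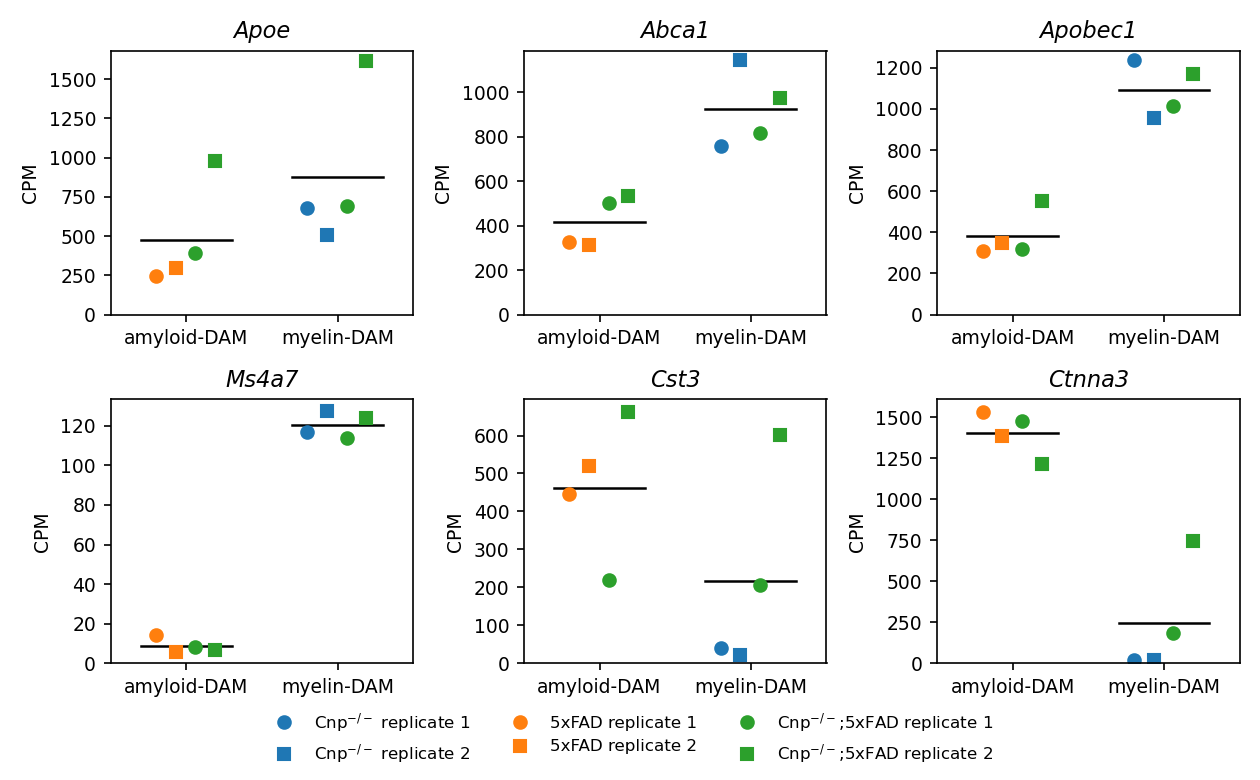
Counts of *Apoe*, *Abca1*, *Apobec1*, *Ms4a7*, *Cst3* and *Ctnna3* (CPM of the summed profile) in amyloid-DAM and myelin-DAM. Each point is the profile of 1 library, coloured by genotype (circles, replicate 1; squares, replicate 2), and lines are means of 4 profiles. The 4 myelin-DAM profiles lie above the 4 amyloid-DAM profiles for *Abca1*, *Apobec1* and *Ms4a7*, and overlap with them for *Apoe* and *Cst3*.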

Genes specifically upregulated in amyloid-DAM included *Cst3*, *Ctnna3* (which encodes alpha-T-catenin) and *Gpc5* (which encodes the heparan sulfate proteoglycan glypican 5). 

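*Ctnna3* (ENSMUSG00000060843, chromosome 10 from 63430098 to 65003667 in GRCm38) had 1210 UMIs in the 4 amyloid-DAM profiles (1403 ± 139 CPM, SD, *n* = 4) and 63 UMIs in the 4 myelin-DAM profiles (243 ± 343 CPM, *n* = 4). The log2 fold change of myelin-DAM over amyloid-DAM was −2.77 (standard error 0.438, adjusted *P* = 0.00114 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The myelin-DAM profiles stood at 19.5 and 21.2 CPM in *Cnp*-/- and at 186 and 744 CPM in *Cnp*-/-;5×FAD mice, and the log2 fold change was −6.19 with only the single mutants and −4.15 without *Cnp*-/-;5×FAD replicate 2. *Ctnna3* passed the threshold in 14 of 16 alternatives, with the exceptions of DESeq2 (−2.58, adjusted *P* = 0.204) and the comparison within the *Cnp*-/-;5×FAD libraries by edgeR (−1.799, adjusted *P* = 0.299), and the adjusted *P* ranged from 1.89e-49 to 0.299. *Cst3* (ENSMUSG00000027447, chromosome 2 from 148871722 to 148875692) was counted at 462 ± 185 CPM (*n* = 4) in amyloid-DAM and 217 ± 270 CPM (*n* = 4) in myelin-DAM, where the profiles ranged from 21.2 to 602 CPM. Its log2 fold change of −1.21 (standard error 0.513) did not pass the threshold (adjusted *P* = 0.280 by edgeR). Of 16 alternatives, 2 brought it past the threshold by edgeR, with −1.30 without the filter on low counts and −3.87 with only the single mutants, and the adjusted *P* ranged from 2.97e-06 to 0.877. Within the *Cnp*-/-;5×FAD libraries, the log2 ratio of *Cst3* between the subpopulations was −0.09 in replicate 1 and −0.14 in replicate 2. *Gpc5* (ENSMUSG00000022112, chromosome 14 from 115092215 to 116525179) had 123 UMIs in the amyloid-DAM profiles, of which 119 came from 5×FAD replicate 1 (424 CPM, against 0 to 20.7 CPM in the other three). None of the 235 nuclei in the myelin-DAM profiles had a *Gpc5* UMI, which allows a share of nuclei with a UMI of up to 1.28% and a level of up to 9.91 CPM by counting error alone. Too few profiles held *Gpc5* counts for the gene to be tested. In 5×FAD replicate 1, *Gpc5* counts were also higher than in the other libraries in homeostatic microglia, macrophages, mature oligodendrocytes and pericytes. The largest decreases in myelin-DAM among genes whose profiles did not overlap were those of *Baiap2l2* (−3.62), *Ctnna3*, *Tmem163* (−2.35), *D7Ertd443e* (−2.26) and *Mrc2* (−2.19). *D7Ertd443e* and *Mrc2* no longer passed the threshold without *Cnp*-/- replicate 1 (adjusted *P* = 0.0739 and 0.0753 by edgeR), and *Mrc2* also did not without *Cnp*-/-;5×FAD replicate 1 (adjusted *P* = 0.0816). Other genes labelled in Fig. 5f that were lower in myelin-DAM and past the threshold over all 8 profiles included *Ank* (−2.09), *Sdk1* (−1.87), *Csmd3* (−1.79), *Nav3* (−1.49), *Myo1e* (−1.43) and *Plxdc2* (−1.16).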

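*Cst7* (ENSMUSG00000068129, chromosome 2 from 150570415 to 150578944 in GRCm38) had 38 UMIs in the 4 amyloid-DAM profiles and 6 UMIs in the 4 myelin-DAM profiles and did not pass the filter of the edgeR test. At least 1 *Cst7* UMI was counted in 33 of the 586 amyloid-DAM nuclei (5.63%, 95% Wilson interval 4.04% to 7.80%, median 1303 UMIs per nucleus) and in 6 of the 248 myelin-DAM nuclei (2.42%, 1.11% to 5.18%, median 1208 UMIs). In neurons, taken as a cell type that should lack *Cst7*, the share was 0.470% of 45141 nuclei at a median of 9105 UMIs, and in homeostatic microglia it was 0.306% (3 of 982 nuclei). Per library, the share was 5.76% ± 1.82 (SD, *n* = 4) in amyloid-DAM and 3.02% ± 2.49 (*n* = 4) in myelin-DAM, a difference that the spread between libraries does not separate (two-sided exact permutation test, *P* = 0.171). Counts were 47.3 ± 18.6 CPM and 22.8 ± 18.2 CPM (exact *P* = 0.143). After each nucleus was thinned to 734 UMIs, which left out 51 amyloid-DAM and 31 myelin-DAM nuclei of lower depth, the shares were 2.43% and 1.38%, against 0.0244% in neurons. With the thinned nuclei, the shares per library were 2.46% ± 1.96 and 1.74% ± 1.30 (exact *P* = 0.629).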

Despite a low detection rate, *Cst7* was also specifically enriched in amyloid-DAM (Fig. 5g). Notably, when comparing microglia from *Cnp*^*−/−*^;5×FAD mice with 5×FAD mice within the amyloid-DAM cluster, we still observed upregulation of *Apoe in Cnp*^*−/−*^;5×FAD microglia (Extended Data Fig. 9g,h). 

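Within amyloid-DAM, *Apoe* was counted at 246 and 296 CPM in the 5×FAD profiles and at 390.2 and 981 CPM in the *Cnp*-/-;5×FAD profiles, so that both *Cnp*-/-;5×FAD profiles lay above both 5×FAD profiles. The log2 fold change was 1.29 (standard error 0.422) with an unadjusted *P* of 0.00999, which did not pass the threshold over 3919 genes (adjusted *P* = 1.00 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Across 13 alternatives, the log2 fold change lay between 0.56, without *Cnp*-/-;5×FAD replicate 2, and 1.82, without *Cnp*-/-;5×FAD replicate 1, and the adjusted *P* ranged from 3.72e-06 to 1.00. It passed the threshold without the filter on low counts (1.32) and without *Cnp*-/-;5×FAD replicate 1. No gene passed the threshold in this comparison by edgeR, where 118 genes had an unadjusted *P* below 0.05, and 2 genes passed by DESeq2. The groups of profiles did not overlap for 1275 of the 3919 genes (32.5%), where chance gives 33.3%. On simulated data with 200 changed genes among 3919, the edgeR test of this comparison recovered 73.0% of them. It recovered 88.1% of the larger changes among them, so that smaller changes were recovered less often.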

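The *Cnp*-/-;5×FAD profiles were set against those of the single mutants within each DAM subpopulation and compared with the difference between the subpopulations, over the 3919 genes tested. In amyloid-DAM, the log2 changes from 5×FAD to *Cnp*-/-;5×FAD profiles were correlated across genes with the log2 differences of *Cnp*-/- myelin-DAM from 5×FAD amyloid-DAM (Pearson's *r* = 0.363). Because both quantities share the 5×FAD profiles, a positive correlation arises even without any change, and in 1000 simulations with unchanged groups *r* had a mean of 0.228 (95% of values between 0.193 and 0.263), which gives a one-sided *P* of 0.000999, the smallest that 1000 simulations allow. In myelin-DAM, the log2 changes from *Cnp*-/- to *Cnp*-/-;5×FAD profiles were correlated with the log2 differences of 5×FAD amyloid-DAM from *Cnp*-/- myelin-DAM (*r* = 0.643), where the simulations gave 0.354 (0.323 to 0.382) and the same one-sided *P*. With the shared libraries split so that no library entered both quantities, *r* was 0.0939 for amyloid-DAM and 0.0953 for myelin-DAM, against simulated ranges of −0.0341 to 0.0328 and −0.0302 to 0.0313. Genes are not independent replicates, and these values describe 2 libraries per genotype. Over the 115 genes past the threshold between myelin-DAM and amyloid-DAM, *r* was 0.642 for amyloid-DAM (0.0726 in the simulations) and 0.669 for myelin-DAM (0.123). Of these genes, 80 differed from 5×FAD amyloid-DAM in the direction of *Cnp*-/- myelin-DAM in *Cnp*-/-;5×FAD amyloid-DAM, by a median of 9.65% of the distance, and 81 differed from *Cnp*-/- myelin-DAM in the direction of 5×FAD amyloid-DAM in *Cnp*-/-;5×FAD myelin-DAM, by a median of 11.3% of the distance. The shared libraries also raise these numbers, which were not set against simulations. Since the subpopulations compared come from different single mutants, an effect of *Cnp* loss or of 5×FAD on all microglia would give such correlations and directions without a move towards the other subpopulation, which was not separated here. Without 1 library at a time, *r* over all genes lay between 0.255 and 0.4931 for amyloid-DAM and between 0.479 and 0.824 for myelin-DAM, while the simulated means also moved, from 0.153 to 0.357 and from 0.270 to 0.442, and in each of these fits *r* lay above the range of 95% of its simulations. No single gene passed the threshold between *Cnp*-/-;5×FAD and *Cnp*-/- profiles in myelin-DAM by edgeR, where 242 genes had an unadjusted *P* below 0.05, and 3 genes passed by DESeq2. The groups of profiles did not overlap for 1303 genes (33.2%), where chance gives 33.3%. The edgeR test of this comparison recovered 52.0% of 200 changed genes on simulated data of 3919 genes.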

Analyses of DEGs shared between DAM clusters and genotype comparisons within DAM clusters revealed that both amyloid-DAM and myelin-DAM of the *Cnp*^*−/−*^;5×FAD crossbred mice retained signature features of the other DAM cluster, which highlights the intermediate phenotype of microglia in this mouse model (Extended Data Fig. 10h,i).

**Fig. 5:**
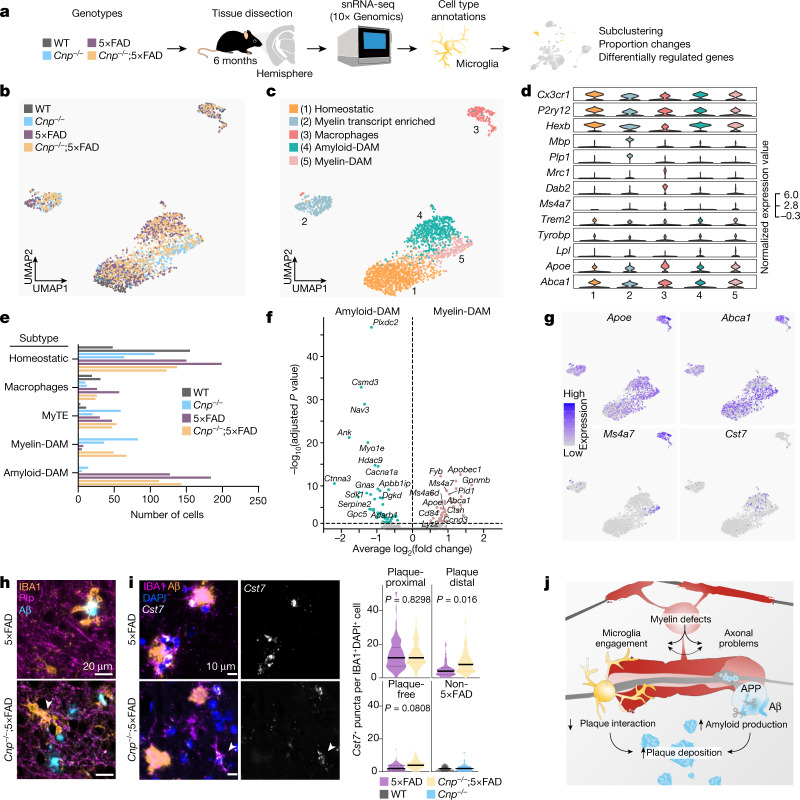
Myelin dysfunction induces a DAM-like state distinct to amyloid deposition as determined by snRNA-seq. **a**, Experimental setup for studying microglia states associated with myelin disease (myelin-DAM) and amyloid-disease (amyloid-DAM) and in combination. Brain hemispheres were isolated from 6-month-old WT, *Cnp*^*−/−*^, 5×FAD and *Cnp*^*−/−*^;5×FAD mice and subjected to snRNA-seq. Cell types were identified on the basis of marker genes, and microglia were subset for further analysis. **b**,**c**, Uniform manifold approximation and projection (UMAP) visualization of microglia subsets coloured by genotypes (**b**) or subpopulations (**c**). **d**, Violin plots showing expression of microglia subpopulation marker genes. **e**, Bar plot showing the distribution of microglia subpopulations across genotypes. MyTE, myelin transcripts enriched. **f**, Differentially regulated genes between amyloid-DAM and myelin-DAM. **g**, Feature plots showing expression of *Apoe*, *Abca1*, *Ms4a7* and *Cst7* in microglia subpopulations. **h**, Representative example images of microglia distraction in *Cnp*^*−/−*^;5×FAD mice. The arrowhead in the bottom panel highlights an activated microglial cell that is engaged in myelin phagocytosis and does not react to nearby plaques. The same observations were made in five independent samples per mice per group. **i**, Left, amyloid and microglia immunostaining and single-molecule fluorescence in situ hybridization for the amyloid-DAM marker *Cst7*. Right, violin plots show the amount of *Cst7* signal per microglia. Microglia were separated into groups according to their location in relation to amyloid plaques (plaque-proximal, plaque-distant and plaque-free regions). The following number of microglia were analysed: 5×FAD: plaque-proximal = 161, plaque-distant = 111, plaque-free = 128; *Cnp*^*−/−*^;5×FAD: plaque-proximal = 136, plaque-distant = 184, plaque-free = 184 from 3 mice per replicates per group (*n* = 3). For *Cnp*^*−/−*^, *n* = 61 and for WT, *n* = 63 from one animal each. Black lines indicate medians. Statistical analysis: two-sided, unpaired Student’s *t*-test (*P* values are indicated in the graphs) on biological replicate data. **j**, Scheme illustrating how myelin dysfunction acts as an AD risk factor. Upstream myelin defects cause microglia engagement and axonal transport problems. The two downstream pathologies are probably interrelated (dashed arrow). Axonal problems lead to endosome and lysosome accumulation and enhanced amyloid production. Simultaneously, microglia become increasingly engaged with defective myelin, which reduces their interaction with amyloid plaques. Both processes contribute to the enhanced deposition of amyloid. Source data

Overall, our single-nucleus transcriptome analysis indicated that microglia respond in a similar but distinct manner to myelin dysfunction and the amyloid plaques they encounter. 

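To compare genotypes without the division into subpopulations, UMIs were summed per library over all microglia, with macrophages left out, and 8185 genes were tested. Averaged over both 5×FAD states, 130 genes passed the threshold with loss of *Cnp*, 116 of them higher and 14 lower, and 1078 genes had an unadjusted *P* below 0.05. Averaged over both *Cnp* states, 32 genes passed the threshold with 5×FAD, 31 higher and 1 lower (833 unadjusted). On simulated data with 200 changed genes among 8185, the test recovered 59.0% of them for loss of *Cnp* and 57.5% for 5×FAD. The groups of libraries did not overlap for 500 of all 8185 genes (6.11%) with loss of *Cnp* and for 424 (5.18%) with 5×FAD, where chance gives 2.86%, and for 92 of the 130 and 27 of the 32 genes, which were chosen for their difference. Among the alternatives, the *Cnp* count moved most when WT replicate 1 was left out (22 genes). It was 24 and 34 without 5×FAD replicates 2 and 1, 41 and 73 without *Cnp*-/-;5×FAD replicates 2 and 1, 46 without *Cnp*-/- replicate 1, 32 without the MyTE nuclei, 237 by DESeq2 and 377 without the filter on low counts. The 5×FAD count rose to 264 (231 higher and 33 lower) without the filter and to 126 (98 and 28) by DESeq2, and fell to 19 without 5×FAD replicate 2. Among genes whose groups did not overlap, the largest increases with loss of *Cnp* were those of *Cd44* (log2 fold change 5.85), *Fbxo34* (4.73), *Gas2l3* (4.12), *Csmd2* (3.97) and *Mb21d2* (3.33), each of which passed the threshold in 3 to 7 of 12 or 13 alternatives. In the profiles of subpopulations, *Csmd2* had 116 UMIs in MyTE nuclei and 0 UMIs in homeostatic microglia, amyloid-DAM and myelin-DAM, against 301 CPM in mature oligodendrocytes, so that its counts came from MyTE nuclei. The largest decreases were those of *Bmyc* (−2.36), *Angel2* (−1.27), *Mgll* (−1.14), *Nav3* (−0.96) and *Sdk1* (−0.93), of which *Nav3* passed the threshold in all 14 alternatives, *Bmyc* in 5 of 13, and *Angel2* in 4, *Mgll* in 5 and *Sdk1* in 6 of 14. With 1 library left out, *Bmyc* passed only without *Cnp*-/- replicate 1 or 2, *Mgll* only without WT replicate 2, *Sdk1* only without *Cnp*-/-;5×FAD replicate 1 or *Cnp*-/- replicate 2, and *Angel2* in 0 of 8 fits. With 5×FAD, the largest increases were those of *Kcnma1* (7.06), *Adarb1* (6.26), *Pea15a* (6.04), *Xylt1* (5.82) and *Mamdc2* (5.24), each past the threshold in 13 or 14 of its alternatives, and *Ccnd3* (−0.90) was the only decrease, which passed in 7 of 14 alternatives and, with 1 library left out, only without *Cnp*-/- replicate 2 or 5×FAD replicate 1 (adjusted *P* up to 0.153 by edgeR). Between *Cnp*-/- and 5×FAD microglia, 3 genes passed the threshold by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (715 unadjusted, 95 by DESeq2). They were *Magi2* (log2 fold change of *Cnp*-/- over 5×FAD 1.32), *Cacna1a* (−1.798) and *Ank* (−1.61), each with an adjusted *P* of 0.0155 (between 5.67e-14 and 0.98 over the alternatives of *Magi2*, and up to 0.220 for the other two). None of the 3 genes passed without either *Cnp*-/- or either 5×FAD library, and *Magi2* changed its sign (−0.36) when the MyTE nuclei were left out, which held 4844 of its UMIs against 41 in homeostatic microglia, 44 in amyloid-DAM and 5 in myelin-DAM. Between *Cnp*-/- and 5×FAD, the libraries did not overlap for 3236 of all 8185 genes (39.5%), where chance gives 33.3%. The test of this comparison recovered only 26.5% of 200 changed genes on simulated data. A count of 3 genes therefore does not show that few genes differ. The interaction of *Cnp* loss and 5×FAD passed the threshold for 4 genes. All of them were less increased in *Cnp*-/-;5×FAD mice than both single changes together would give. From its single-nucleus data overall, the paper proposes that the responses of microglia to myelin dysfunction and to amyloid plaques are similar but distinct.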

In the *Cnp*^*−/−*^;5×FAD model, in which the two pathologies co-exist, both microglia states are adequately induced (despite modifications to the signatures). 

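In the *Cnp*-/-;5×FAD libraries, 255 of 781 microglia and macrophage nuclei were amyloid-DAM and 116 were myelin-DAM. The share of amyloid-DAM was 32.6% ± 4.02 (SD, *n* = 2 libraries) in *Cnp*-/-;5×FAD and 37.4% ± 0.0321 (*n* = 2) in 5×FAD mice. The share of myelin-DAM was 14.8% ± 2.54 (*n* = 2) in *Cnp*-/-;5×FAD and 28.4% ± 3.00 (*n* = 2) in *Cnp*-/- mice. With 2 libraries against 2, the smallest two-sided exact permutation *P* is 0.333, which both comparisons gave, so that neither difference can pass a threshold of 0.05. Homeostatic microglia made up 33.4% ± 4.17 of the nuclei in *Cnp*-/-;5×FAD libraries, 42.8% ± 5.48 in *Cnp*-/-, 42.3% ± 2.60 in 5×FAD and 73.2% ± 6.59 in WT libraries (*n* = 2 each). Microglia and macrophages together made up 4.13% ± 1.76 of all annotated nuclei on the *Cnp*-/- background and 3.93% ± 2.55 in the other genotypes (*n* = 4 each, two-sided exact permutation *P* = 0.914). The sign of this difference of 0.198 points turned without WT replicate 1 (−0.232), WT replicate 2 (−0.726), *Cnp*-/-;5×FAD replicate 1 (−0.441) or *Cnp*-/-;5×FAD replicate 2 (−0.0296). Among non-neuronal nuclei only, the shares were 15.35% ± 5.35 and 12.8% ± 5.45, a difference of 2.5 points (two-sided exact permutation *P* = 0.543). Of all annotated nuclei, microglia and macrophages made up 4.82% to 6.95% in libraries with 5×FAD and 1.16% to 3.78% in libraries without it. The SDs by *Cnp* state therefore also hold this difference with 5×FAD, which was not tested.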

Our imaging data, by contrast, showed an almost complete loss of plaque-corralling microglia, which were previously identified as the in situ equivalent to DAM^37^. We wondered whether myelin damage would engage a large fraction of microglia in myelin clearance, thereby distracting even successfully induced amyloid-DAM away from plaques. Immunostaining for three markers showed that a large number of microglia and plaque-diverted microglia in *Cnp*^*−/−*^;5×FAD mice seemed to be reactively engaged in myelin phagocytosis (Fig. 5h and Extended Data Fig. 9j). *Cst7* in situ hybridization—a marker for amyloid-DAM—showed that amyloid-DAM in *Cnp*^*−/−*^;5×FAD mice were frequently found distal to the plaque, which was in contrast to 5×FAD control mice (Fig. 5i). We propose that such distraction of microglia leads to a faster build-up of amyloid in the brain. Moreover, factors secreted by activated but myelin-engaged microglia (such as APOE) may further fuel plaque seeding.

We next investigated whether altered microglia phenotypes also contribute to amelioration of plaque burden in forebrain shiverer;5×FAD mice (which lack myelin in the forebrain). To this end, we performed snRNA-seq analysis of microglia states in forebrain shiverer mice and contrasted those with the microglia signature found in *Cnp*^*−/−*^ animals at 3 months of age (Extended Data Fig. 10a). In forebrain shiverer mice, we failed to detect activated microglia or myelin-DAM compared with microglia from *Cnp*^*−/−*^ mice (Extended Data Fig. 10b–d). Similarly, immunostaining showed that microglia from forebrain shiverer*;*5×FAD mice remained in an homeostatic state and displayed a highly ramified morphology. However, we detected an increase in microglia cell numbers (Extended Data Fig. 10e). This could convey a certain protection against plaque build-up early in disease as more microglia could potentially clear amyloid. Also, contrary to mice with dysfunctional myelin, the lack of myelin in forebrain shiverer;5×FAD mice did not lead to axonal swellings or alterations in APP metabolism (Extended Data Fig. 10f,g).

Our findings and experimental models (myelin defects on top of an AD background) are highly relevant to the human disease as they mimic the state of the old ‘comorbid’ brain. That is, microglia would see multiple pathological stimuli simultaneously—such as age-related myelin breakdown and amyloid—similar to microglia in *Cnp*^*−/−*^5×FAD mice. A re-analysis of published human AD snRNA-seq datasets showed that activated microglia—in contrast to pure amyloid-DAM in 5×FAD mice—showed upregulation of *MS4A* cluster genes, thereby demonstrating a myelin clearance-related signature (Extended Data Fig. 10h–o).

## Ageing myelin as a risk factor for AD

Only a few studies have experimentally investigated oligodendrocytes and myelin in amyloid mouse models of AD^20,21,41–43^. Nearly all have focused on the effect of amyloid plaques and Aβ on oligodendrocytes and myelin, partially describing secondary demyelination or hypomyelination. Similarly, single cell RNA-seq analysis of mouse models of AD demonstrated signature alterations in oligodendrocytes, specifically nearby amyloid plaques^44,45^. RNA-seq studies using human AD autopsy samples have identified myelin-related transcripts among the top altered gene clusters in patients with AD^35,46^. These findings, however, probably reflect the downstream effects of overt Aβ and tau pathology on oligodendrocytes in the latest stages of disease. In our study, we specifically asked whether myelin defects are upstream of amyloid deposition.

Based on our findings, we propose a working model for AD (Fig. 5j) in which myelin dysfunction in the ageing forebrain (modelled by the premature ageing of white matter in myelin mutant mice) causes microglia to become engaged. This microglial activity interferes with the ability to clear Aβ deposits and prevent plaque formation. Simultaneously, ageing myelin loses its axon-supportive functions, leading to axonal distress, which in turn increases neuronal BACE1 and APP CTF levels suggestive of enhanced Aβ production. It is tempting to speculate that other well-known AD risk factors, such as traumatic brain injury or cardiovascular diseases, also convey risk by negatively affecting myelin health or at least through similar mechanisms (that is, distracting microglia).

The identified plaque-promoting factors, axonal distress and microgliosis are tightly linked downstream phenomena of myelin injury, which makes it difficult to study them in isolation. We have previously shown that depletion of microglia in *Cnp*^*−/−*^ mice can reduce the number of axonal swellings^47^, which indicates that axonal distress and APP metabolism changes could be downstream of microglia activation. However, nonspecific microglia activation induced by lipopolysaccharide does not have the same amyloid-promoting effect as myelin dysfunction, as increases, decreases or no changes in amyloid burden have been reported^48–51^. By contrast, myelin defects seem to be unique drivers of microglia activation in the ageing brain (as previously shown^3^), which challenge microglia with the uptake and digestion of large amounts of lipids and highly compacted membranes.

An important clinical implication of our findings is the co-existence of AD and multiple sclerosis (MS). Based on our findings in EAE and cuprizone-treated AD mice, we would suspect an increased rate of AD as a comorbidity of MS. A recent study^52^ has shown that patients with MS have a higher risk of receiving an AD or dementia diagnosis. However, given the very limited dataset, further epidemiological studies concerning the comorbidity of MS and AD are needed^53^.

A role of myelin deterioration in the progression of AD has been previously proposed in light of correlative macroscopic-scale brain imaging studies^54^, but they lacked any evidence of causality. Our experimental findings in genetic models of AD now provide a causal link with a molecular underpinning and are in line with the prevailing amyloid hypothesis and the role of neuroinflammation in disease progression. Moreover, we can position the well-documented loss of myelin integrity in the ageing primate brain as an upstream initiator of AD pathology, which might help to explain why age is the major AD risk factor. Our working model is further supported by previous classical neuropathological observations^55^, in which a conspicuous temporal relationship with CNS myelination was reported, which occurs latest in those brain regions that are the first to develop AD pathology. Mechanistically, cortical ensheathment by oligodendrocytes is thin and may lack the distinct myelinic channel architecture important for glial metabolic support found in subcortical tracts that appear resistant to AD pathology.

Our discovery that age-dependent loss of myelin integrity can be a driver or risk factor of amyloid deposition changes our view on the role of oligodendrocytes in AD—from passive bystanders to active contributors of disease progression. If further corroborated in humans, promoting myelin health should be considered as a therapeutic target for the delay or prevention of AD.

## Methods

### Human tissue analysis

Selection of patients was performed from a pool of approximately 400 individuals, in which an autopsy with neuropathological evaluation was performed between 2018 and 2019 as a matter of routine procedure following death at the Leipzig University Hospital. Ethics oversight was performed by the Ethics Board of the Leipzig University Hospital. In the individual contracts that govern medical treatment, all patients included in the study provided written consent following hospital admission to the scientific use of tissue removed and stored after any biopsy or during autopsy.

Selection of patients was performed according to exclusion and inclusion criteria. Samples were anonymized and processed in a blinded manner. Selected patients were of mixed age and sex, aged between >60 years and <90 years of age, had a clinical history of dementia and a National Institute on Aging–Alzheimer’s Association (NIA–AA) score in neuropathological assessment between A2B3C2 and A3B2C2 (inclusion criteria) and did not suffer from another severe neurological disorder (exclusion criteria). In addition, individuals of the same age range without any clinical or neuropathological record of neurological disease were selected. No other criteria besides the described characteristics were applied. In total, paraffin-embedded CNS tissue from three patients with moderate to pronounced AD neuropathological changes according to the NIA–AA (see above) and from three unaffected individuals were histologically evaluated. In our analysis, we used biopsy samples from the medial temporal lobe containing the hippocampal formation. We performed histological assessment for intracortical myelin content on the human tissue provided. For this, we sectioned paraffin blocks (5 µm) and stained paraffin sections for CNP, PLP, IBA1 and amyloid plaques simultaneously (see the section ‘Paraffin slices and histological stainings’ for details). Quantification of microgliosis (IBA1) and myelin levels (CNP and PLP) were performed in the trans-entorhinal cortex by performing thresholding, and the percentage of positive area was determined using Fiji in equally sized ROIs in the transentorhinal cortex.

### Mouse strains and husbandry

Animal experiments were conducted in compliance with German animal welfare practices and approved by the local authorities (Landesamt für Verbraucherschutz und Lebensmittelsicherheit, Niedersachsen). Mice were group-housed in the local animal facility of the Max Planck Institute for Multidisciplinary Sciences under a 12-h dark–12-h light cycle and fed ad libitum. Both sexes were used throughout the study. The following original mouse strains were used to generate crossbreeedings: 5×FAD (ref. ^56^), *APP*^*NLGF*^ (ref. ^57^), *Cnp*^*−/−*^ (ref. ^58^), *Plp*^*−/y*^ (ref. ^59^), *Plp*^*fl/fl*^ (ref. ^60^), *Mbp*^*fl/fl*^ (ref. ^61^), *Emx*^*cre*^ (ref. ^62^) and *Foxg1*^*cre*^ (ref. ^63^). For analysis, either littermate controls were used or a corresponding control line from the initial F_1_ generation was generated. The age of animals is given in the respective figure legend. All animals were maintained on a C57BL/6 background. Genotyping was performed on clips derived from earmarking according to standard protocols (see references for original mouse strains). The genotype was confirmed by regenotyping on a tail biopsy following euthanasia of the animal at the end of the respective experiment.

### Demyelination models

As demyelination models, we used cuprizone and EAE, and experiments were conducted as previously described^64^. For cuprizone-mediated demyelination, male 14-week-old 5×FAD mice were fed a powder diet containing 0.2% (w/w) cuprizone (Sigma-Aldrich) for 4 weeks followed by a 4-week recovery period on normal pelleted food without cuprizone supplementation. Control 5×FAD mice received a standard diet without cuprizone. Animals were perfused at 18 weeks of age, and brain tissue was analysed by LSM and epifluorescence microscopy. For EAE experiments, 10-week-old 5×FAD mice were immunized against myelin oligodendrocyte glycoprotein (MOG) by subcutaneously injecting 200 mg MOG(33–35) peptide in complete Freund’s adjuvant (*Mycobacterium tuberculosis* at 3.75 mg ml^–1^; BD) followed by injecting 500 ng of pertussis toxin (Sigma) at day 1 and 3 after EAE induction (d.p.i. 1 and 3). Animals were checked on a daily basis, and a neurological disease score was determined according to the following parameters: 0, normal; 0.5, loss of tail tip tone; 1, loss of tail tone; 1.5, ataxia and mild walking deficits (slip off the grid); 2, mild hind limb weakness, severe gait ataxia and twist of the tail causing rotation of the whole body; 2.5, moderate hind limb weakness and inability to grip the grid with the hind paw but ability to stay on an upright tilted grid; 3, mild paraparesis and falls from an upright tilted grid; 3.5, paraparesis of the hind limbs (legs strongly affected but move clearly); 4, paralysis of the hind limbs and weakness in the forelimbs; 4.5, forelimbs paralysed; 5, moribund or dead. Animals were perfused at 28 d.p.i. at 14 weeks of age. All immunized 5×FAD animals developed EAE. Brain and spinal cords were analysed by LSM and epifluorescence microscopy.

### Mouse behavioural testing

Hindlimb clasping was assessed by suspending the mouse on its tail for 5 s, carefully observing movement of the hindlimbs and scoring movement impairments according to a score from 0–4 as follows: 0, no impairment, hindlimbs normally spread and moving; 1, one hindlimb shows slightly less mobility; 2, both hindlimbs show less mobility; 3, both hindlimbs show reduced mobility and reduced spread; 4, both hindlimbs show severely reduced movement and severely reduced spread. Videos were recorded. Animals were tested in the elevated plus (EPM) and Y-maze (YM) on consecutive days. In the EPM experiment, animals were allowed to freely explore an elevated cross-shaped platform with two opposing enclosed arms and two opposing open arms for 5 min without the experimenter present. In the YM experiment, animals were allowed to explore a Y-shaped maze with enclosed arms for 8 min without human interference. Videos were recorded and analysed using the Bioobserve Viewer behavioural analysis setup with automated tracking. Zones (open arms, closed arms, centre) and object detection settings were optimized according to the maze type used. After the run, positional data, track length and full track images were exported. For the EPM experiment, the time spent in both open arms was summed and plotted. For the YM experiment, the order of arm entries was recorded, and the number of correct triads (consecutive visit of the three different arms) determined. The alternation index was calculated according to the formula alternation index = number trials/number of arm entries – 2. For a successful visit to an arm of the maze, animals had to enter an arm with their full body (excluding the tail).

For statistical analysis of the behavioural data, we report the results of several different type 3 analysis of variance (ANOVA) tests that calculated the main effects for the 5×FAD mice and myelin mutant mice as well as their interaction. All analyses were conducted in R (v.4.04). The ANOVA tests were computed using the afex package (afex v.0.28-1)^65^. Post hoc testing was performed using Tukey’s multiple comparison test in Prism 8.

### Tissue preparation

For microscopy analysis, animals were deeply anaesthetized or euthanised by CO_2_ asphyxiation and subsequently transcardially perfused with ice-cold Hank’s buffered salt solution and 4% paraformaldehyde (PFA) in 0.1 M phosphate buffer, pH 7.4. Brains and spinal cords were removed and post-fixed overnight in 4% PFA and phosphate buffer. Brains were washed once in PBS pH 7.4 and stored in PBS at 4 °C until further use. For biochemical analysis of full brains, animals were killed by cervical dislocation, brain and spinal cord were extracted and fresh-frozen on dry ice. Tissue was stored at −80 °C until further use. For microdissection of subcortical white matter and cortical tissue, animals were killed by cervical dislocation and the brain was quickly removed and submerged in ice-cold Hank’s buffered salt solution. The brain was inserted into a custom-made brain matrix and the brain was sliced coronally in about 1-mm-thick slices. Brain slices were spread onto an ice-cold glass plate, and cortex and subcortical white matter were separated and excised from each individual brain slices. Tissue was immediately frozen on dry ice and stored at −80 °C until further use.

### Whole tissue staining and clearing for LSM

Fixed hemibrains and spinal cords were pretreated and permeabilized following a modified iDISCO protocol^66^. In brief, tissue samples were dehydrated with an ascending concentration of methanol in PBS (50% once, 80% once, 100% twice, 1 h each). Tissue samples were then bleached with a 1:1:4 ratio of H_2_O_2_:DMSO:methanol overnight at 4 °C. Further dehydration was followed by 100% methanol incubation at 4 °C (30 min), −20 °C (3 h) and overnight storage at 4 °C. Samples were incubated the following day in methanol with 20% DMSO before subjecting them to gradual rehydration in a descending methanol in PBS series (80% once, 50% once, 0% once, 1 h each). We then washed the tissue samples with a detergent mixture of 0.2% Triton X-100 in PBS (twice, 1 h) and permeabilized them overnight at 37 °C in PBS with 0.2% Triton X-100, 20% DMSO and 0.3 M glycine. After permeabilization, tissue samples were either stained with the Congo red dye (Sigma Aldrich) for β-sheet structures within amyloid plaques or immunolabelled with antibodies of interest. For Congo red staining, tissue samples were washed with PBS and 0.2% Tween-20, 10 mg ml^–1^ heparin, 5 mM sodium azide (PTwH; twice, 1 h) before immersing them for 3 days at 37 °C in 0.005% w/v Congo red (100× stock solution in 50% ethanol). For immunolabelling, following tissue permeabilization and glycine treatment, samples were blocked in PBS with 0.2% Triton X-100, 10% DMSO and 6% goat serum (GS) for 3 days followed by washing in PTwH (twice, 1 h) and incubation in primary antibodies with the appropriate dilution factors (1:500, rabbit, anti-IBA1, Wako) in PTwH with 0.2% Triton X-100, 5% DMSO and 3% GS for 14 days at 37 °C. Following completion of labelling with primary antibody, tissue samples were washed in PTwH (6 times, 10 min) and stored overnight at 37 °C. For secondary antibody labelling, tissue samples were again incubated in secondary antibodies with the appropriate dilution factors (anti-rabbit Dylight 633, 1:500, Thermo-Fisher) in PTwH with 3% GS for 7 days at 37 °C. Before clearing, spinal cords were fixed in 1.5% w/v Phytagel in water. Dyed or immunolabelled tissue samples were washed in PTwH (3 times, 10 min each) before rehydration through an ascending concentration of methanol in PBS (20% once, 40% once, 60% once, 80% once, 100% once, 1 h each) and delipidation in a 1:2 mixture of methanol:dichloromethane (once, 1 h 40 min). Last, samples were cleared by immersing them in ethyl cinnamate (Eci, Sigma-Aldrich) until transparent. All incubation steps were carried out at constant medium-speed rotation at the indicated temperatures. Samples were stored at room temperature in Eci until imaging.

### In toto imaging of whole tissues and analysis and visualization

Cleared hemibrains and spinal cords were imaged in toto with a light sheet microscope setup (UltraMicroscope II, LaVision Biotec) equipped with a ×2 objective lens, a zoom body and a corrected dipping cap. Samples were imaged submerged in a sample chamber containing Eci. For all hemibrain imaging, hemibrains were mounted medial-side down on the sample holder to acquire sagittal images. Images were acquired using ImspectorPro (v.7.124, LaVision Biotech) software in the mosaic acquisition mode with the following settings: 5 µm light sheet thickness, 20% sheet width, 0.154 sheet numerical aperture, 4 µm *z*-step size, 1,000 × 1,600 pixels field of view, 4 × 4 tiling, dual light sheet illumination and 100 ms camera exposure time. Red fluorescence was recorded with 561 nm laser excitation at 80% laser power and a 585/40 nm emission filter. Far-red fluorescence was recorded with 640 nm laser excitation at 30% laser power and a 680/30 nm emission filter. Autofluorescence was recorded with 488 nm laser excitation at 50% and 525/20 nm emission filter. Images were imported into Vision4D (v.3.2; Arivis) and stitched using the tile sorter setup. For some, images were imported and stitched using Imaris Importer and Stitcher (v.9.1; Bitplane). Rendered whole hemibrains were then processed, and three main ROIs were manually annotated based on the sagittal Allen mouse brain atlas, namely the isocortex, the hippocampus and the alveus. All ROIs were first manually traced in 2D planes to automatically extrapolate the 3D ROIs. Cortical and hippocampal annotations were cropped with a medial cutoff of approximately 0.4 mm and a lateral cutoff of 4.4 mm, which would span the dorsal isocortex and the entire hippocampal formation of one hemibrain. The lateral cutoff for the alveus ROI is the plane where the hippocampal formation appears in 2D. Next, we segmented amyloid plaques within the ROIs. For 3-month-old 5×FAD brain data, we typically used automated intensity thresholding. For 6-month-old 5×FAD data, plaques were segmented using the blob finder algorithm in Vision4D with the following parameters: 20 µm object size, 10–15% probability threshold and 0% split sensitivity. Once segmentation was performed, stringent noise removal was performed by deleting objects with voxel sizes <10 from the object table. Objects were then carefully reviewed, and any additional noise, which might include but are not restricted to blood vessels and nuclei, were manually removed from the dataset. For quantification of amyloid plaques in the *APP*^*NLGF*^ brains that typically stained much weaker for Congo red, plaque segmentation was performed using the machine-learning segmenter in Vision4D. Object parameters and ROI volumes were extracted for further quantification. For plaque visualization in the different ROIs, objects are represented in centroids and colour-coded according to location. The following different plaque burden parameters were assessed: plaque count (number of plaques in ROI), total plaque volume (sum of all individual plaque volumes), plaque size (average volume of plaques), plaque density (number of plaques normalized to ROI volume), percentage volume (ROI volume covered by sum of plaque volume).

### Paraffin slices and histological stainings

Fixated hemibrains and spinal cords were subjected to dehydration steps (50% ethanol, 80% ethanol, 100% ethanol, 100% isopropanol, 50% isopropanol and 50% xylol, twice 100% xylol) followed by paraffinization on a STP 120 tissue processing machine (Leica Microsystems). Samples were retrieved and embedded in paraffin blocks on a HistoStar embedding workstation (Epredia). Paraffin-embedded blocks were sectioned coronally, whereas spinal cords were sectioned longitudinally at 5-μm slice thickness, slices were mounted onto slides and dried overnight. Slides were deparaffinized at 60 °C followed by incubation in xylol (100% twice) and a 1:1 mixture of xylol and isopropanol (once) for 10 min each. The slides were rehydrated in a descending ethanol series. This was followed by incubation in either acidic antigen retrieval solution (pH 6.0) or basic antigen retrieval solution (10 mM Tris and 1 mM EDTA pH 10) for 5 min and boiling for 10 min. The samples were cooled for 20 min and washed in distilled water for 1 min before subsequent permeabilization in 0.1% Triton X-100 in PBS. For Aβ antibody staining, samples were subjected to an extra antigen retrieval step in 88% formic acid to loosen the β-sheet structure for optimal antibody binding for 3 min. For plaque ApoE staining, formic acid treatment was prolonged (10 min, fresh formic acid). This was followed by washes in PBS (twice, 5 min) and blocking with 10% GS in PBS for 1 h at room temperature. For chromogenic labelling, an additional step of inactivation of endogenous peroxidases was implemented before blocking by incubation in 3% H_2_O_2_. After blocking, slices were incubated in primary antibody solution (PBS, 10% GS or PBS, 5% BSA) overnight at 4 °C in coverplates (Epredia). The following antibodies were used in this study: anti-IBA1 (rabbit, Wako; 1:1,000); anti-Aβ-6E10 (mouse, BioLegend; 1:1,000); anti-CNP (mouse, AMAb91072, Atlas; 1:1,000); anti-PLP-clone aa3 (rat, culture supernatant; 1:200); anti-BACE1 (rabbit, ab183612, Abcam; 1:100); anti-MBP (rabbit, serum, custom-made in the Nave Laboratory; 1:1,000); anti-GFAP (mouse, GA5, Leica; 1:200); anti-N-terminal APP (22c11, Merck; 1:1,000); anti-C-terminal APP (rabbit, 127-003, Synaptic Systems; 1:1,000); anti-Aβ_*x*–42_-D3E10 (rabbit, Cell Signaling Technology; 1:1,000); anti-PSEN2 (rabbit, Abcam; 1:100); anti-ApoE D7I9N (rabbit, Cell Signaling Technology; 1:500); anti-ApoE clone 26c11 (mouse, 1:500, provided by C. Haass Laboratory); sAPPβ_swe_ clone 6A1 (mouse, IBL; 1:1,000); anti-Aβ_1–*x*_ (mouse, 80C2, Synaptic Signalling; 1:200); anti-Aβ_1–*x*_ (mouse, Moab2-6C3, Abcam; 1:200); anti-Aβ_4–*x*_ (guinea pig, 029-2 (ref. ^67^), custom-made by O.W.; 1:200); and anti-APP/Aβ_17–24_ clone 4G8 (mouse, BioLegend; 1:1,000). For immunofluorescence staining, samples were washed in PBS or Tris and 2% milk and incubated with the corresponding fluorescent secondary antibody diluted in PBS containing 10% GS for 2 h at room temperature in the dark. The following fluorescently conjugated secondary antibodies were used: anti-mouse Alexa555 (donkey/goat, Thermo-Fisher; 1:1,000); anti-mouse Dylight633 (donkey/goat, Thermo-Fisher; 1:1,000); anti-rabbit Alexa555 (donkey/goat, Thermo-Fisher; 1:1,000); and anti-rabbit Dylight633 (donkey/goat, Thermo-Fisher; 1:1,000). Amyloid plaques were stained using the β-sheet dye methoxy-X04 (4 μg ml^–1^ in 50% ethanol, Tocris) for 30 min at room temperature and contrasting in 50% ethanol. Nuclei were stained with either DAPI (300 nM, Thermo-Fisher) or ToPro3 (1:1,000, Thermo-Fisher) in PBS for 5 min at room temperature. Slides were again washed in PBS and mounted with Aqua PolyMount mounting medium (PolySciences). For chromogenic labelling, a LSAB2 kit (Dako) for rabbit/mouse and a DAB-Kit from Zytomed was used according to the manufacturers’ protocols. Slides were then rinsed in water, dehydrated and mounted using Eukitt (Sigma-Aldrich).

### In situ hybridization

We performed RNAscope Fluorescent Multiplex assays (ACD Bio) according to the manufacturer’s instructions for both paraffin-embedded tissue and cryo-tissue sections. In brief, paraffin-fixed slices underwent pretreatment consisting of deparaffinization steps at 60 °C for 1 h, followed by incubation in 100% xylol (5 min, twice) and 100% ethanol (2 min, twice). Slides were then incubated with hydrogen peroxide at 40 °C for 15 min. After a wash with dH_2_O, slides were boiled in the target retrieval reagent for 10 min and washed with dH_2_O (15 s, once) and with 100% ethanol (3 min, once). After drying, a hydrophobic barrier was drawn and protease digestion was performed by incubating slides with RNAscope Protease Plus for 15 min at 40 °C. Before applying the probes, slides were washed with dH_2_O (2 min, twice). The following RNAscope probes were used: Mm-CST7-C3 (498711-C3) and Mm-Ms4a7-C2 (314601-C2). The probe was hybridized for 2 h at 40 °C. Slides were stored overnight in a 5×SSC buffer. The following day, signal amplification was performed by applying amplification reagents provided in the kit. This was followed by incubation with HRP corresponding to the channel probe for 15 min at 40 °C and visualization was performed using the OpalTM 690 fluorophore for 30 min at 40 °C. After the final wash, we proceeded with immunohistochemical co-staining. Blocking of the slides was done with 10% GS in PBS for 1 h at room temperature. After blocking, incubation in primary antibody solution (PBS and 10% GS) was done overnight at 4 °C. The following primary antibodies were used: anti-IBA1 (rabbit, Wako; 1:1,000) and anti-Aβ-6E10 (mouse, BioLegend; 1:1,000). *Ms4a7* RNAscope was performed on cryo-sections with IBA1 co-labelling. *Cst7* RNAscope was performed on paraffin sections with 6E10 and IBA1 co-labelling. Slides were washed in PBS (5 min, 3 times) and labelled with corresponding fluorescent secondary antibody solution (PBS and 10% GS) for 2 h at room temperature. The following fluorescently conjugated secondary antibodies were used: anti-mouse Dylight488 (donkey, Thermo-Fisher; 1:1,000) and anti-rabbit Dylight555 (donkey, Thermo-Fisher; 1:1,000). Finally, slides were washed in PBS (5 min, 3 times) and mounted with Aqua PolyMount mounting medium (PolySciences). Imaging was performed using a Zeiss Observer Z1 microscope equipped with Plan-Apochromat ×20/08 objective. Quantification of *Cst7* RNAscope was performed by identifying plaque-corralling microglia and plaque-distant microglia (without obvious plaque interaction), and the amount of *Cst7* puncta within these microglia was counted.

### Epifluorescence and brightfield microscopy

Epifluorescence microscopy was performed on a Zeiss Observer Z1 microscope equipped with Plan-Apochromat ×20/08 and Fluar ×2.5/0.12 objectives, a Colibri 5 LED light source (630 nm, 555 nm, 475 nm and 385 nm excitation), 96 HE BFP, 90 HE DAPI, GFP, Cy3, Cy5, 38 GFP, 43 DsRed, 50 Cy5 Zeiss filter sets, a Axiocam MrM and a SMC900 motorized stage. For whole-brain-slice microscopy, a preview scan at ×2.5 magnification was taken, and focus support points were distributed and manually set for imaging at ×20 magnification in ZEN imaging software (ZEN 2011 v.2.0, Zeiss). Tiled images were stitched in ZEN. For visualization, pseudocolours (cyan, magenta, yellow) were assigned to different channels, the intensity was adjusted and images were exported into ZEN. Brightfield microscopy of DAB-stained slices was performed on a Zeiss Axiophot Imager.Z1 equipped with a Achroplan ×4/0.1, PlanFluar ×20/0.75 and Plan Neofluar ×40/0.75 objectives and a AxioCamMrc camera. For whole-brain-slice microscopy, a preview scan at ×4 magnification was taken, and focus support points were distributed and manually set for imaging at ×40 magnification in ZEN imaging software (Zeiss). Tiled images were stitched in ZEN. Brightness and contrast of RGB images were adjusted and images exported into ZEN.

### 2D microscopy quantification

2D image analysis was performed in Fiji (v.1.53c)^68^ and in ZEN. For quantification of amyloid load, thresholding was performed to segment Aβ deposits (either stained by Me-04 or Aβ plaques), and the positive area was calculated in the respective ROI. For analysis of the plaque-corralling phenotype in the 5×FAD model, in IBA1^+^Aβ^+^ co-stainings, individual plaques were segmented using thresholding, and the IBA1^+^ area in each individual plaque was calculated using a Fiji macro-script. IBA1 coverage was expressed as a percentage. As plaques in the *APP*^*NLGF*^ line are not as compacted as plaques in the 5×FAD model and therefore commonly appear ‘fragmented’, the same type of analysis could not be reliably performed in *APP*^*NLGF*^ mice (overestimation of single plaque structures). For both 5×FAD mice and *APP*^*NLGF*^ mice, the number of plaque-associated microglia per plaque (50 representative plaques with diameter >20 µm for each animal) was manually counted. For quantification of ApoE levels in plaques, ApoE^+^ plaques were segmented, and the raw mean fluorescence per plaque was calculated. For quantification of microgliosis in *Cnp*^*−/−*^;5×FAD, *Plp*^*−/y*^;5×FAD and *Emx*^*cre*^*Mbp*^*fl/fl*^ experimental cohorts, the amount of IBA1^+^DAPI^+^ cells in the ROI (corpus callosum or cortex) was counted and normalized to the area examined. Additionally, the IBA1^+^ area fraction was determined in Fiji by performing thresholding. The number of axonal swellings positive for APP-processing, APP and Aβ antibodies was determined by counting these structures in the respective ROI (fimbria) and normalization to the area examined.

### EM analyses

Fixed brain tissues were immersed in ice-cold PBS and cut into a coronal section with 300 µm thickness using a vibratome (Leica VT1200). Tissue containing the medial corpus callosum and cingulate cortex with adjacent tissue was punched with a 2 mm diameter punching tool and embedded in Epon using a standard Epon-embedding protocol including 4 h of incubation in 2% OsO_4_ (EM TP, Leica). Samples were placed on a Parafilm-covered plate and covered with an Epon-filled gelatin capsule. Polymerization was performed at 60 °C for 24 h. Samples were trimmed, and semi-thin 500 nm sections were cut on a Leica UC7 ultramicrotome (Leica) equipped with a Histo diamond knife (Diatome). Semi-thin sections were stained with Azure II for 1 min to stain lipid-rich areas to confirm the ROI. Next, 60 nm ultrathin sections were cut on the same ultramicrotome equipped with Diatome diamond knife, ultra 35°. Ultrathin sections were transferred to Formvar-coated copper mesh grids (Science Services) and air dried. The sections were contrasted with Uranyless for 30 min (Electron Microscopy Sciences) and washed five times with ddH_2_O. Samples were air dried before further storage. At least 10 images for each area of interest (magnification of ×4,000 for corpus callosum, ×7,000 for cortex) of ultrathin sections were acquired using a Zeiss EM900. Non-overlapping transmission EM micrographs were used to quantify the numbers of myelinated axons and *g*-ratios. Analyses of the images were done using Fiji. The number of myelinated axons was quantified using the cell counter plugin by counting all myelinated axons in the field of view of five pictures for each animal. For *g*-ratio analysis, at least 150 fibres per animal were randomly selected. The area of the axon and the entire myelinated fibre were measured and used to calculate the diameter. To determine the *g*-ratio, the axonal diameter was divided by the diameter of the myelinated fibre. In the results, the *g*-ratio is plotted against the axon calibre.

### High-pressure freezing EM

Sample preparation by high-pressure freezing and freeze substitution was performed as previously described^69^. In brief, optic nerves from 6-month-old *Cnp*^*−/−*^ mice and control WT mice were freshly dissected, immersed in 20% PVP in PBS and placed into HPF sample carriers (Wohlwend). After freezing using a HPM100 high-pressure freezer (Leica Microsystems), samples were embedded in Epon after freeze substitution using 0.1% tannic acid in acetone followed by 2% OsO_4_ and 0.1% uranyl acetate in acetone. After polymerization, samples were sectioned using a UC7 ultramicrotome (Leica Microsystems) and imaged with a LEO912 transmission electron microscope (Carl Zeiss Microscopy) using an on-axis 2k CCD camera (TRS).

### Cell fractionation

For analysis of APP and TREM2 fragmentation, cell fractioning was performed before western blot analysis according to published protocols^36^. In brief, tissue was homogenized in DEA-buffer (0.25% diethylamine and 50 mM NaCl pH 10) using the Precellys bead-milling method (Precellys soft tissue homogenizing lysis kit, Bertin Instruments), and the soluble protein fraction was extracted by centrifugation (10 min, 500*g*, 4 °C) followed by ultracentrifugation (1 h, 130,000*g*, 4 °C). The membrane-bound fraction was solubilized in RIPA buffer (20 mM Tris-HCl pH 7.5, 150 mM NaCl, 1% NP-40, 1% SDS, 2.5 mM sodium pyrophosphate and 1 mM Na_2_EDTA) and cleaned by centrifugation (10 min, 500*g*, 4 °C) and ultracentrifugation (1 h, 130,000*g*, 4 °C). RIPA-insoluble material (containing plaque Aβ) was resuspended in ice-cold 70% formic acid in water, sonicated and ultracentrifuged (1 h, 130,000*g*, 4 °C). Supernatant was collected as the formic acid fraction and neutralized with 1 M Tris pH 9.5. All buffers and solutions were supplemented with protease inhibitor cocktail (P8340, Merck). Fractions were stored at −80 °C until further use.

### SDS–PAGE and western blotting

To determine the protein concentration in samples, detergent-compatible protein assays (Bio-Rad) were carried out in duplicate. Samples were mixed with Laemmli sample buffer (2% SDS, 10% glycerol, 0.0025% bromphenol blue, 0.125 M Tris-Cl, pH 6.8 and 0.05 M DTT) and an equal amount of protein (typically 20–30 µg) was loaded per lane. For BACE1 western blotting, standard Tris-glycine SDS–PAGE gels (8%) were used. For western blot analysis of APP and TREM2 fragmentation, Tris-tricine SDS–PAGE gels (10–20%, Novex, Thermo Fisher) were used. Gels were run at 100–120 V for approximately 1 h. For Tris-glycine SDS–PAGE gels, proteins were transferred onto low-fluorescent Immobilon-FL membrane (0.45 µm pore size, Merck) using the Bio-Rad wet-blot system (1.15 h, 500 mA) and blot transfer buffer (25 mM Tris and 190 mM glycine) containing 20% methanol. For Tris-tricine SDS–PAGE gels, proteins were transferred onto a low-fluorescent PVDF membrane of lower pore size (0.2 µm). Blots were washed in water, and transferred protein was stained with Fastgreen for transfer quality-check and for normalization purposes. For this, membranes were transferred to Fastgreen working solution (0.0005% Fastgreen FCF (Serva)) in de-staining solution (30% methanol, 7% ml glacial acetic acid in 63% H_2_O) for 5 min and briefly washed two times in de-staining solution. Membranes were imaged using a ChemoStar fluorescent imager (Intas) equipped with a 670 nm/20 nm excitation filter and near-infrared emission collection. Membranes were rinsed in TBS with Tween (0.05%) until the pH was neutral and blocked in 5% BSA in TBS-T for 1 h at room temperature. Membranes were then incubated in primary antibodies in 5% BSA overnight at 4 °C on a rotating shaker. The following primary antibodies were used: anti-BACE1 (1:1,000, rabbit, D10E5, Cell Signaling Technologies); anti-C-terminal APP (1:1000; rabbit, A8717, Merck); anti-C-terminal APP (1:1,000; rabbit, 127-003, Synaptic Systems); anti-APP/Aβ (1:1,000; mouse, 6E10, BioLegend); anti-C-terminal TREM2 (1:1,000; rabbit, E7P8J, Cell Signaling Technologies); anti-CNP (mouse, AMAb91072, Atlas; 1:1,000); and anti-MBP (rabbit, serum, custom-made in the Nave Laboratory; 1:1,000). Membranes were washed several times, and membranes were incubated in secondary antibody solution (5% BSA in TBS-T). The following secondary antibodies were used: anti-rabbit IgG (H+L) DyLight 800 (1:1,000; Thermo Fisher) and anti-mouse IgG (H+L) Dylight 680 (1:1,000; Thermo Fisher). Membranes were scanned using an Odyssey platform (Licor). For visualization, scanned images were adjusted for brightness and contrast for optimal display. For quantification (performed on raw images), background was subtracted and bands were analysed using Fiji (integrated density). Protein levels were normalized to Fastgreen whole protein or to full-length protein in the case of APP.

### MACS of microglia and bulk RNA-seq

Microglia were isolated from mouse hemibrains (excluding cerebellum and olfactory bulb) by MACS. Dissected tissues were enzymatically and mechanically dissociated using a Miltenyi Biotec adult brain dissociation kit according to manufacturer’s protocol. Before microglial isolation using CD11b microglia microbeads and LS columns (Miltenyi Biotec), astrocytes (ACSA-2 microbeads) and oligodendrocytes (O4 microbeads) were removed to enhance the purity of the microglial population. Isolated microglia were directly eluted into RLT lysis buffer, and RNA was isolated using a RNeasy Micro kit (Qiagen). In total, *n* = 4 replicates were used for each genotype (WT, *Cnp*^*−/−*^, 5×FAD and *Cnp*^*−/−*^;5×FAD). RNA extracted from sorted mouse brain hemisphere microglia was eluted in 30 µl nuclease-free water and subjected to 50 bp single-end mRNA sequencing using HiSeq 4000 (Illumina). Raw sequencing data were first evaluated using FASTQC (v.0.72) for quality, then aligned against the reference mouse genome GRCm38 using STAR (v.2.5.2b-2)^70^ with default parameters. Gene raw counts of each sample were extracted using featureCounts (v.1.6.3)^71^ from aligned profiles for differential gene expression analysis using DESeq2 (v.1.26.0)^72^ and converted to TPM value for sample distance calculation and visualization, as well as for gene expression pattern analysis. For differential gene expression analysis, each pair of genotype was calculated separately, and statistics results were summarized (Supplementary Table 1). Gene targets with adjusted *P* value < 0.05 were considered as significantly regulated. Using normalized TPM profiles, samples were embedded by PCA to assess distances.

For significantly regulated genes between each pair of genotype, functional and pathway enrichment analysis using over-representation analysis approach was performed using R (v.3.6.3) with the gprofiler2 package (v.0.2.0)^73^, in which gene set enrichment analysis was performed using the WebGestalt interface^74^. DEGs obtained from all paired comparisons were aggregated and clustered based on their expression patterns across genotypes, whereby clusters were identified using *k*-means (*k* = 10) and expression levels were represented by scaled TPM values. GO (biological process) enrichment analysis was performed for each DEG cluster using gprofiler2, and significant terms enriched from all clusters were input for similarity analysis using simplifyEnrichment package (v.1.5.2)^75^ built under R (v4.1.0). To view potentially gene–gene networks of significantly regulated targets (adjusted *P* < 0.01) between *Cnp*^*−/−*^;5×FAD mice and 5×FAD mice, STRING (v.11.5) analysis was applied with the highest confidence (0.900) of interaction score.

### In vitro phagocytosis assay

An Aβ phagocytosis assay was performed on bone-marrow derived macrophages (BMDMs) to assess phagocytosis capabilities of phagocytes after myelin pretreatment. BMDMs were isolated and cultured as previously described^64^. For experiments, cells were detached by accutase treatment and seeded onto poly(l-lysine)-coated, HCl washed 12-mm-diameter glass coverslips (density of 18,000 cells per coverslip). Cells were left untreated (control) or treated with purified myelin membranes (purification by sucrose-gradient ultracentrifugation) at 2.5 µg ml^–1^ for 12 h. Cells were subsequently treated with HiLyte488-labelled aggregated, synthetic Aβ_42_ (Anaspec, AS-60479-01) at 1 µg µl^–1^ for 4 h. Aggregation of Aβ_42_ was induced by previous incubation of Aβ_42_ at 100 µg ml^–1^ in DMEM at 37 °C for 24 h after vortexing the solution for 15 s. Cells were fixed in 4% PFA and PBS and subjected to fluorescence labelling with DAPI and Lectin-Dylight 649 (Lycopersicon Esculentum Tomato; Fisher Scientific, NC1093063). Lectin-Dylight 649 was incubated for 2 h at room temperature in PBS. Optical sections were acquired with a confocal laser-scanning microscope (Zeiss LSM 900 AiryScan) using a LD C-Apochromat ×40/1.1 water objective (zoom factor of 1.0). The *z*-step in *z*-stacks was kept at 0.8 μm. Images were acquired in bidirectional mode (Aryscan Mode SR:4.1 2D Auto) and the LSM scan speed was kept at 7. Laser intensity was kept at 2% 640 nm, 0.1% 561 nm, 0.5% 488 nm and 0.2% 405 nm. Image resolution was selected to be 1,000 × 1,000 pixels at 16 bit. Acquired images were maximum-intensity projected along the *z*-axis, and the amount of phagocytosed Aβ_42_ was determined by thresholding in the respective channel using Fiji. This percentage positive area was normalized to the area covered by cells (as determined by lectin labelling). Two to three images per treated coverslip were analysed.

### Isolation of nuclei and single-nuclei transcriptome sequencing

We generated two snRNA-seq datasets for the analysis of microglia states induced by myelin dysfunction and amyloidosis. For the first dataset, cortex and corpus callosum from 3-month-old WT, forebrain shiverer mice (*Foxg1*^*cre*^*Mbp*^*fl/fl*^), *Cnp*^*−/−*^ mice and WT controls were microdissected, and tissues collected from two animals were pooled for each replicate. For the second dataset, brain hemispheres (without cerebellum and olfactory bulb) were extracted from 6-month-old WT, *Cnp*^*−/−*^, 5×FAD and *Cnp*^*−/−*^;5×FAD mice. Two replicates per genotype were sequenced. Nuclei were isolated according to previously published methods^76^. In brief, frozen tissue was transferred into 2 ml of pre-chilled homogenization buffer (320 mM sucrose, 0.1% NP40, 0.1 mM EDTA, 5 mM CaCl_2_, 3 mM Mg(Ac)_2_, 10 mM pH 7.8 Tris, 167 µM β-mercaptoethanol and 1× protease inhibitor (Roche)). Tissue was carefully homogenized and filtered through a 80 µm strainer and further centrifuged for 1 min at 100 .r.c.f. For each sample, 400 µl supernatant was collected into a pre-chilled 2 ml low-binding Eppendorf tube, followed by adding 400 µl 50% iodixanol solution (in 1× homogenization buffer containing 480 mM sucrose) to reach a 25% iodixanol concentration. By layering 600 µl of 29% iodixanol underneath the 25% iodixanol mixture, then 600 µl of 35% iodixanol underneath the 29% iodixanol layer, two clear interfaces between different concentrations of buffers were created, and the tube was centrifuged for 20 min at 3,000 r.c.f. After centrifugation, nuclei were collected from the band between the 29% and the 35% iodixanol layers and transferred to a fresh pre-chilled tube. Isolated nuclei were washed and resuspended in cold resuspension buffer (1× PBA, 1% BSA and 0.1 U µl^–1^ RNase inhibitor) and further subjected to single-nuclei transcriptome libraries using a chromium single cell 3′ reagent kit according to the manufacturer’s instructions (10x Genomics). The constructed libraries were sequenced using Novaseq 6000 (Illumina). Raw snRNA-seq data were collected in Fastq format. Data generated from the 3-month time point was aligned to reference genome premRNA using CellRanger toolkit (v.3.0.2; 10x Genomics). The 6-month time point snRNA-seq data were first aligned to the reference mm10 genome version index from 10x Genomics (refdata-gex-mm10-2020-A) using CellRanger toolkit (v.6.1.2; 10x Genomics), and aligned profiles were further processed using CellBender (v.0.2.0) for removal of ambient transcripts.

Matrices containing a unique molecular identifier (UMI) count of each gene in each nuclei were extracted for all samples by filtering out nuclei with <200 detected genes and <500 total transcripts, as well as nuclei with outlier level transcript quantity or a gene detection rate identified according to individual sample sequencing depth (Supplementary Table 1). Genes expressed in fewer than three cells were excluded from further analysis. Filtered expression matrices were combined based on data time point (3-month and 6-month), and the UMI of each nucleus were normalized towards its total UMI count with a scale factor of 10,000 and then log transformed.

### Dimensionality reduction, clustering analysis and cell type annotation

The normalized UMI matrix for 3-month and 6-month time point data were mainly analysed using the R package Seurat (v.4.1.1)^77,78^. Highly variable genes were calculated and scaled to support linear dimensionality reduction using PCA. For all cells sequenced from 3-month-old animals, the first 50 PCs were used for further neighbouring embedding using UMAP^79^, as well as for performing the clustering analysis with a resolution of 0.5 using *K*-nearest neighbour algorithm. Cells sequenced from 6-month-old animals underwent the same neighbouring embedding protocol using the first 50 PCs and proceeded with clustering analysis with a resolution of 0.8. Cluster marker genes in both datasets were calculated using both default Wilcoxon test and the MAST algorithm^80^ to carefully determine cluster cell-type annotations. Clusters with undefined cell identities were removed from further analysis. To perform cell-type-specific analysis for microglia, the corresponding cell population from each dataset was first subset and reduced for its dimensionality using PCA. Similarly, selected top PCs were used for UMAP embedding and clustering analysis, with cluster marker genes calculated using the default Wilcoxon test. Specific parameters used for analysing microglia can be found in Supplementary Table 1.

### External human snRNA-seq data microglia subset re-analysis

Previously published human snRNA-seq data—snRNAseqAD_TREM2 (ref. ^35^) and snRNAseqPFC_BA10 (ref. ^46^)—were obtained from AD Knowledge Portal (https://adknowledgeportal.org) following application for data access. Aligned data profiles were downloaded and pre-processed with quality control and removal of outlier cells, referring to parameters that were used in the respective original publications. Cells from each dataset were analysed using Seurat (v.4.1.2). Microglia and macrophage cell populations were identified by a set of marker genes including *CX3CR1*, *P2RY12*, *TMEM119*, *HEXB*, *TREM2* and *SPP1* and further extracted for subset analysis. Microglia subset expression matrices from both datasets underwent data normalization, high variable gene calculation, linear reduction of dimensionality and eventually neighbouring embedding using UMAP. Unbiased clustering analysis was performed at a resolution of 0.5 in both subsets. Cluster marker genes were calculated using default setups compiled in the Seurat analysis pipeline. Subpopulations that were identified as doublets, low-quality cells or contaminations were removed from further analysis and visualizations.

### Data visualization

Images were exported from the respective imaging or bioinformatics software (ZEN 2011 blue edition, Zeiss; Vision4D Arivis; Fiji or R) and final figures were assembled in Inkscape (v.1.1, https://www.inkscape.org). Graphs were created using Prism 8.0 (GraphPad).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-023-06120-6.

### Supplementary information

Supplementary Information Supplementary Guide and Supplementary Figs. 1–3.

Reporting Summary

Supplementary Table 1

Supplementary Table 2

### Source data

Source Data Figs. 2–5 and Source Data Extended Data Figs. 1–10.

## Data Availability

All raw sequencing data and raw and processed count matrices have been uploaded to the Gene expression Omnibus^81^ under the SuperSeries accession number GSE178304 (microglia bulk RNA-seq in GSE178296; 6-month-old snRNA-seq data in GSE208683; 3-month-old snRNA-seq data in GSE178295). External datasets recruited for analysis were accessed through accession numbers listed in the Methods. Source data are provided with this paper.

# Supplementary material for: Myelin dysfunction drives amyloid-β deposition in models of Alzheimer’s disease
**Source:** Nature. 2023 May 31;618(7964):349–57. doi: 10.1038/s41586-023-06120-6
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection Imaging data were acquired using ZEN 2011 (v2.0, Zeiss) and InspectorPro (v. 7\_124, LaVision Biotech)

Data analysis Statistical testing was performed in Prism8.0 (Graphpad) or R (version 4.04, R Core Team 2021), afex package 0.28-1.  
For image analysis: Vision 4D (Arivis, Versions: 3.0, 3.1, 3.2), FIJI v1.53c (Open source)  
For sequencing analysis: Cell Ranger toolkit v3.0.2 and Cell Ranger toolkit v6.1.2 (10x Genomics), R package Seurat v3.2.3., Seurat v4.1.1, STRING (v11.5), MAST v1.20.0, UMAP v0.5.3, simplifyEnrichment package v1.5.2, gprofiler2 package v0.2.0, DESeq2 v.1.26.0, STAR v2.5.2b-2, featureCounts v1.6.3, FASTQC v0.72  
The code used for bulk and single-nuclei transcriptome sequencing as well as FIJI macro to analyse plaque-coralling is available on GitHub [https://github.com/TSun-tech/AD\\_MyelinMutant.git](https://github.com/TSun-tech/AD_MyelinMutant.git)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All raw sequencing data, as well as raw and processed counts matrices have been uploaded to the Gene expression Omnibus (GEO)101 under the SuperSeries

accession number GSE178304 (microglia bulk RNA-seq in GSE178296; 6-month-old snRNA-seq data in GSE208683; 3-month-old snRNA-seq data in GSE178295). The Allen mouse brain atlas is publicly available under [https://mouse.brain-map.org/experiment/thumbnails/100042147?image\\_type=atlas](https://mouse.brain-map.org/experiment/thumbnails/100042147?image_type=atlas) snRNA-seq data from Mathys et al. 2019 (snRNAseqPFC\_BA10) and Zhou et al. 2020 (snRNAseqAD\_TREM2) were obtained from AD Knowledge Portal (<https://adknowledgeportal.org>).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Precalculations of sufficient sample size was not possible as biological effect sizes of the various experimental interferences could not be predetermined. Sample size dependent on availability of mice and previous experiences with the respective technique.                                                                                                                                                                                                                                                                                                                                    |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Replication     | Unless stated otherwise, individual mice were seen as independent replicates. Each experiment was replicated at least 3 times (exact n-numbers (number of independent biological replicates for each experiment are given in respective figure legends). For single cell analysis, two animals were pooled per replicate and two replicates were analysed. For in vitro analysis of myelin/amyloid phagocytosis, individual coverslips were seen as replicates. The experiment was performed one time.                                                                                               |
| Randomization   | In our study, most experimental cohorts were defined by genotype. In the case of demyelination experiments (cuprizone treatment and EAE), animals were randomly assigned to treatment or non-treatment groups.                                                                                                                                                                                                                                                                                                                                                                                       |
| Blinding        | Experimentators were blinded to genotype while performing behavioural testing or image analysis. In some cases, genotype of the analysed animals can be inferred due to gross morphological changes in myelin (i.e. EAE, CNP knockout) or mice body weight. For biochemical analysis, investigators were not blinded to genotype (loading scheme had to be known). For sequencing analysis, experimentators were not blinded to genotype in order to correctly identify cell clusters (e.g. 5xFAD DAM and Myelin DAM). Blinding is not relevant here as analysis is performed in a unbiased fashion. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

For immunohistochemistry: anti-Iba1 (rabbit, Wako 019-19741; 1:1000); anti-A $\beta$ -6E10 (mouse, Biolegend 803001; 1:1000), anti-CNP (mouse, AMAb91072, Atlas; 1:1000), anti-PLP-clone aa3 (rat, culture supernatant; 1:200; custom), 1:500 anti-BACE1 (rabbit, ab183612, Abcam; 1:100), anti-MBP (rabbit, serum, custom Nave Lab; 1:1000), mouse anti-GFAP (mouse, GA5, Leica, 1:200), anti-n-terminal APP (22c11, Merck MAB348; 1:1000), anti-c-terminal APP (1:1000, rabbit, A8717, Merck), anti-c-terminal APP (rabbit, 127-003, Synaptic Systems; 1:1000), anti-APP/A $\beta$ -D3E10 (rabbit, Cell Signalling Technology mAb #12843; 1:1000), anti-ApoE D7I9N (rabbit, Cell Signalling Technology mAb #13366; 1:500), anti-ApoE clone 26c11 (mouse, 1:500, provided by Christian Haass Lab), sAPP $\beta$ swe clone 6A1 (mouse, IBL 10321, 1:1000), PSEN2 (rabbit; 1:100; Abcam ab51249). Secondary antibodies in IHC: anti-mouse Alexa555 (donkey/goat, Thermo-Fisher A-21422 and A-31570; 1:1000), anti-mouse DyLight633 (goat, Thermo-Fisher 35512; 1:1000), anti-rabbit Alexa555 (donkey/goat, Thermo-Fisher A-21428 A-31572; 1:1000), anti-rabbit DyLight633 (goat, Thermo-Fisher 35563; 1:1000), goat anti-mouse DyLight488 (Thermo Fisher 35502; 1:1000). For immunoblotting: anti-BACE1 (1:1000, rabbit, D10E5, Cell Signalling Technologies 5606S), anti-c-terminal APP (1:1000, rabbit, A8717, Merck), anti-c-terminal APP (rabbit, 127-003, Synaptic Systems; 1:1000), anti-APP/A $\beta$  (1:1000, mouse, 6E10, Biolegend).

803001), anti-c-terminal TREM2 (1:1000, rabbit, E7P8J, Cell Signalling Technologies #76765)  
Secondary antibodies for immunoblotting: anti-rabbit IgG (H+L) DyLight 800 (1:1000, Thermo Fisher SA5-10036), anti-mouse IgG (H+L) DyLight 680 (1:1000, Thermo Fisher # 35518).

## Validation

Most of the antibodies used in this study are commercially available and have been validated by the manufacturers (see technical data sheets accessible on the manufacturers' websites). Where applicable, further validation was performed on 5xFAD and wildtype tissue. Staining or immunoblotting performance was evaluated based on comparison to typical staining patterns that should be observed in 5xFAD animals according to published studies (e.g. staining of amyloid plaques or corraling glia cells, upregulation in 5xFAD mice). This was performed for: anti-Iba1 (rabbit, Wako); anti-A $\beta$ -6E10 (mouse, Biolegend), anti-BACE1 (rabbit, Abcam), anti-APP/A $\beta$ -D3E10 (rabbit, Cell Signalling Technology), mouse anti-GFAP (mouse, GA5, Leica), anti-n-terminal APP (22c11, Merck), anti-c-terminal APP (rabbit, A8717, Merck), anti-c-terminal APP (rabbit, 127-003, Synaptic Systems), anti-ApoE D7I9N (rabbit, Cell Signalling Technology), anti-c-terminal TREM2 rabbit, E7P8J, Cell Signalling Technologies), anti-BACE1 (1:1000, rabbit, D10E5, Cell Signalling Technologies), PSEN2 (rabbit; Abcam ab51249). anti-ApoE D7I9N (rabbit, Cell Signalling Technology) and anti-ApoE clone 26c11 (mouse, 1:500, provided by Christian Haass Lab) were validated against Cuprizone-treated ApoE knockout animals. Myelin protein specific antibodies (anti-MBP (rabbit, serum, custom Nave Lab; 1:1000), anti-PLP-clone aa3 (rat, culture supernatant), anti-CNP (mouse, Atlas) were validated in house against the corresponding knockout animal.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

This study involved mice on the C57/B6 background. Transgenic animals used were: 5xFAD (Oakley et al., 2006), APP NLGF (Saito et al., 2014), CNP-/- (Lappe-Siefke et al., 2004), PLP-/- (Griffiths et al., 1998), MBPfl/fl (Meschkat et al., 2020), Emx-Cre (Gorski et al., 2002), Foxg1-Cre (Kawaguchi et al., 2016), PLPfl/fl (Lueder et al., 2017). This study employed mice of various ages as indicated in the figures throughout the paper (3 to 24-month old). For CNP-/- crossbreedings, all analysed animals were females. For PLP-/- crossbreedings, all analysed animals were male. For Emx-Cre MBP fl/fl, both sexes were used. In cuprizone and EAE experiments, male animals were used. For Foxg1-Cre MBP fl/fl male mice were used. Mice were group-housed in the local animal facility of the Max Planck Institute for Multidisciplinary Sciences under a 12-h dark/12-h light cycle and fed ad-libitum (temperature of 22°C, 30–70% humidity).

### Wild animals

Study did not involve wild animals.

### Field-collected samples

Study did not include field-collected samples.

### Ethics oversight

Animal experiments were overseen by the animal welfare officer and veterinarians of the Max-Planck-Institute for Experimental Medicine and where applicable approved by the local authorities (Landesamt für Verbraucherschutz und Lebensmittelsicherheit, Niedersachsen).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

### Population characteristics

Paraffin-embedded samples of selected patients (see recruitment) were anonymized and processed in a blinded manner. Selected patients were of mixed age (between >60 years and <90 years of age) and gender had a clinical history of dementia, and a NIA-AA score in neuropathological assessment between A2B3C2 and A3B2C2 (inclusion criteria) and did not suffer from another severe neurological disorder (exclusion criteria). In addition, control patients of the same age range without any clinical or neuropathological record of neurological disease were selected. No other criteria besides the described characteristics were applied. In total 3 patients with moderate to pronounced AD neuropathological changes according to the NIA-AA (see above) and 3 control patients were histologically evaluated.

### Recruitment

Case selection was performed from a pool of approximately 400 individuals, in which an autopsy with neuropathological evaluation was performed between 2018 and 2019 as a matter of routine procedure following death at the Leipzig University Hospital. Selection of patients was performed according to exclusion/inclusion criteria. Samples were anonymized and processed in a blinded manner. Selected patients were of mixed age, between >60 years and <90 years of age, had a clinical history of dementia, and a NIA-AA score in neuropathological assessment between A2B3C2 and A3B2C2 (inclusion criteria) and did not suffer from another severe neurological disorder (exclusion criteria). In addition, control patients of the same age range without any clinical or neuropathological record of neurological disease were selected. No other criteria besides the described characteristics were applied.

### Ethics oversight

The ethics oversight was performed by the Ethics board of the University Hospital Leipzig. In the individual contracts that govern medical treatment, all patients included into this study provided upon admission written consent to the scientific use of tissue removed and stored after autopsy.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

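Single nuclei from brain hemispheres without cerebellum and olfactory bulb of 6-month-old WT, *Cnp*-/-, 5×FAD and *Cnp*-/-;5×FAD mice were sequenced in 8 libraries, 2 for each of the 4 genotypes. The authors aligned the reads with CellRanger to the mm10 reference, removed ambient transcripts with CellBender and filtered nuclei on detected genes and UMIs per library. They removed nuclei of clusters with undefined identity and clustered the nuclei with Seurat. The paper's methods do not state whether intronic reads were counted, or how doublets were treated in the mouse data. The values used are UMI counts per gene and nucleus, as raw counts without normalization, in 1 table of all cell types and 1 table of microglia and macrophages. Totals per nucleus were checked against the deposited numbers of UMIs and detected genes. The lowest values were 301 detected genes and 501 UMIs per nucleus, and no nucleus lay outside the limits that the authors' supplement gives for its library. In the annotation of all nuclei, 2472 nuclei were microglia, of which 181 were not in the table of 2291 microglia and macrophages.

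In the order of replicates 1 and 2, the libraries held 8212 and 6801 nuclei (77804334 and 74387917 UMIs) for WT, 8011 and 8824 nuclei (82399061 and 68905044 UMIs) for *Cnp*-/-, 7437 and 7225 nuclei (74110874 and 71361121 UMIs) for 5×FAD and 6990 and 8449 nuclei (77867722 and 79957734 UMIs) for *Cnp*-/-;5×FAD. Microglia and macrophages held 300643 and 128533 UMIs for WT, 442405 and 207903 UMIs for *Cnp*-/-, 828682 and 503406 UMIs for 5×FAD and 756478 and 539369 UMIs for *Cnp*-/-;5×FAD. The estimated biological coefficient of variation was 0.152 between summed profiles of the DAM subpopulations, 0.299 in all microglia, 0.466 in mature oligodendrocytes, 0.292 in astrocytes and 0.207 in neurons.

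The library was taken as the replicate. UMI counts were summed per library over each subpopulation with at least 20 nuclei, over all microglia without macrophages, and over mature oligodendrocytes, astrocytes and neurons. Genes were filtered by filterByExpr, profiles were scaled by TMM, and contrasts were tested two-sided by edgeR's quasi-likelihood test with 1 mean per group and a Benjamini-Hochberg threshold of 0.05. The comparison of myelin-DAM with amyloid-DAM took 4 profiles of each, fitted as independent although both *Cnp*-/-;5×FAD libraries gave a profile to each. Genotypes within a DAM subpopulation were compared in 1 model of all 8 DAM profiles, and effects of *Cnp* loss, of 5×FAD and their interaction in 1 model of 8 libraries. The *Ms4a* genes that passed the filter were also tested as a set by fry in limma. Shares of nuclei per library were compared by two-sided exact permutation tests, adjusted over 10 comparisons. The shift of each DAM subpopulation of *Cnp*-/-;5×FAD mice towards the other was measured as a correlation across genes and set against 1000 simulations of unchanged groups that share the same libraries. Each model was tested on simulated data of the same design with 200 changed genes, whose changes were of several sizes. Shares recovered are over all sizes, and changes below 4-fold were recovered less often than larger ones. Positions are those of GENCODE for GRCm38. A gene at 0 was given the limit that a floor of 3 counts allows.

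The alternatives were the size factors of DESeq2 in the edgeR model, no filter on low counts, the replicate number as a block, DESeq2, profiles with at least 5 nuclei, the same number of nuclei in each profile (36 for DAM profiles and 51 for all microglia), only the *Cnp*-/-;5×FAD libraries, only the single mutants, means over nuclei normalized to 10000 UMIs, MyTE nuclei left out, only the libraries compared, and each library left out in turn. Where this leaves 1 library of a genotype, that library is assumed to vary like the other groups. For shares they were other denominators, nuclei with at least 1000 UMIs, relabelling within replicate numbers and clustering again (SCTransform, 3000 variable genes, 40 principal components, resolutions of 0.5, 0.3 and 0.8, without correction between libraries). *Cst7* was also counted after each nucleus was thinned to the 10th percentile of UMIs. The comparisons and these alternatives were chosen before the deposited data were examined, but after Fig. 5 and the counts per library of Fig. 5e had been seen. The test of the MyTE share, which the paper did not make, was set with these counts in view. Chosen only after the data were seen were the sum of mature and newly formed oligodendrocytes, clustering without the genes changed between the DAM subpopulations, limma-voom with and without the library as a random block for the DAM subpopulations, the block and the absence of a filter for the *Ms4a* set, and single libraries left out for the shift and for *Cst7*.

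Genes are named if the paper's text names them for the snRNA-seq experiment, if they are labels of Fig. 5d–g, if the paper names them for sorted microglia, or if they are among the 5 largest changes in each direction among genes past the threshold whose groups do not overlap. Labelled genes of Fig. 5f were fitted over all 8 profiles only. The software was R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Seurat 5.3.0, sctransform 0.4.2, python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, with random seed 1. Bulk RNA-seq of sorted microglia, the human data and imaging were not analysed here, and 1 value of the test of MyTE nuclei is not reported here.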

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

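Chosen only after the results were seen were the counts of other splits of the libraries, the tests of DAM and MyTE shares and of the log scale for the interaction, and the tests of *C4b*, *Apobec1* and *Mrc2*. In 4 of 70 groups of 4 to 10 profiles, 1 profile lay far from the others, where chance gives about 1 in 20 groups.

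In myelin-DAM, *Apoe* stood at 1612 CPM in *Cnp*-/-;5×FAD replicate 2 and at 509 to 694 CPM in the other 3 profiles. Free *Apoe* RNA left in that library would raise other classes too, most visibly neurons, which express little *Apoe* (mean of 26.3 CPM), but the library was the highest of 8 in 0 of 5 other classes (OPCs, mature and newly formed oligodendrocytes, neurons and endothelial cells), and in neurons it was the lowest (4.08 CPM against 5.66 to 79.4), which argues against free RNA. The other 4 classes express *Apoe* themselves (means of 225 to 817 CPM) and say less. It was the highest in homeostatic microglia (480 CPM against at most 397). A difference between mice, or between pools of mice, stays open and was not tested. The difference in *Apoe* between the DAM subpopulations passed the threshold without this library (log2 fold change 1.00) and not with it (0.87).

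In amyloid-DAM, *Apobec1* stood at 553 CPM in *Cnp*-/-;5×FAD replicate 2 and at 307 to 346 CPM in the other 3 profiles, or 29.7% of the distance to myelin-DAM. Myelin-DAM nuclei counted in this class would move the other 51 genes that are higher in myelin-DAM by the same share, but their median was 8.402%, and that of the 63 lower genes was −1.002%, which argues against such mixing as the whole cause. No biological explanation was tested.

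In amyloid-DAM, *Gpc5* stood at 424 CPM in 5×FAD replicate 1 and at 0 to 20.7 CPM in the other 3 profiles. It reached 4.17% of its level in astrocytes, while the highest of *Slc1a2*, *Slc1a3*, *Aqp4* and *Gja1* reached −0.478% (below the other libraries), which argues against RNA of whole astrocytes. *Gpc5* was also highest in this library in homeostatic microglia, macrophages, mature oligodendrocytes, pericytes and astrocytes, classes looked at before the test was set. Among 5 further classes it was highest in 2 (endothelial cells, 419 CPM against at most 327, and MyTE nuclei, 253 CPM against at most 130.2), and not in neurons, OPCs and newly formed oligodendrocytes. Free *Gpc5* RNA in this library and a difference between mice cannot be told apart, because 2 of 5 classes lie between what either would give.

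In myelin-DAM, *Mrc2* stood at 88.6 CPM in *Cnp*-/-;5×FAD replicate 2 and at 21.2 to 31.1 CPM in the other 3 profiles, which are 5 UMIs against 7 UMIs in the others together, where 1.60 UMIs would be expected. An exact one-sided Poisson test gave *P* = 0.0239. The library was picked as the highest of 4, and single profiles were set against counting noise alone, so the test decides nothing, and counting error and a difference between mice cannot be told apart.

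The effect of 5×FAD on all microglia differed with the *Cnp* state for 4 of 8185 genes by edgeR's test of the interaction, and all 4 were negative on the log2 scale: *Cacna1a* −6.58, *Prkg1* −3.62, *Ank* −2.54 and *Nkain2* −1.67 (adjusted *P* from 0.00795 to 0.0269, and from 2.36e-23 to 1.00 over the alternatives). Mean CPM in WT, *Cnp*-/-, 5×FAD and *Cnp*-/-;5×FAD were 5.67, 298, 1038 and 943 for *Cacna1a*, 63.0, 356, 1073 and 929 for *Ank*, 29.8, 297, 430 and 360.5 for *Prkg1*, and 789, 2558, 1602 and 1619 for *Nkain2*. For *Cacna1a*, *Ank* and *Prkg1*, the interaction was present within homeostatic nuclei on the log2 scale (largest unadjusted *P* of the 3 genes 3.46e-06 by edgeR), where the low WT level could produce it, and on the linear scale over all microglia, where the *Cnp*-/-;5×FAD mean lay at least 3.75 standard errors below the sum of both single changes and shares of DAM nuclei could produce it. On the linear scale within homeostatic nuclei, which meets both, it lay at least 4.02 standard errors below the sum, which argues against the log scale at a low WT level and different shares of DAM nuclei, alone or together. Nuclei close to DAM within the homeostatic class were not tested. *Nkain2* had 5076 UMIs in the profiles of MyTE nuclei, against 51 in homeostatic microglia, 32 in amyloid-DAM and 10 in myelin-DAM. Its interaction shrank to −0.0964 without MyTE nuclei in the fit without a filter (−0.14 with it), so that different shares of MyTE nuclei may account for it. *Cacna1a* passed the threshold in 13 of 14 alternatives and was lost without WT replicate 1 (adjusted *P* = 0.0711 by edgeR). *Prkg1* passed in 7 of 14 and was lost without *Cnp*-/-;5×FAD replicate 2 (0.0643), 5×FAD replicate 1 (0.0530), 5×FAD replicate 2 (0.0654) or WT replicate 1 (0.158). *Ank* passed in 5 of 14 and was lost without *Cnp*-/-;5×FAD replicate 1 (0.0625) or 2 (0.0981), *Cnp*-/- replicate 1 (0.0734), 5×FAD replicate 1 (0.132) or 2 (0.0654), or WT replicate 1 (0.0711). *Nkain2* passed in 5 of 14 and was lost without *Cnp*-/-;5×FAD replicate 1 (0.120) or 2 (0.0980), *Cnp*-/- replicate 1 (0.0843), 5×FAD replicate 1 (0.132) or 2 (0.152), or WT replicate 1 (0.0711). The test of the interaction recovered 19.0% of 200 changed genes on simulated data of 8185 genes.

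The paper's text does not report genes changed in oligodendrocytes of these libraries, and its supplement was read only in part. In mature oligodendrocytes, 67 of 8761 genes passed the threshold with loss of *Cnp*, 39 higher and 28 lower, and 1052 had an unadjusted *P* below 0.05. The groups of libraries did not overlap for 911 of all 8761 genes (10.4%), where chance gives 2.86%, and for all 67, which were chosen for their difference. In a model with only 2 groups, the real split of the libraries into 4 and 4 gave 159 genes and none of the other splits gave any. That is 1 of 35 with as many, the smallest share possible, without adjustment over the results tested in this way. It argues against chance for that model only. The 67 genes were not tested in this way. The count was 262 without *Cnp*-/- replicate 1, 20 without *Cnp*-/- replicate 2, 29 without *Cnp*-/-;5×FAD replicate 1, 7 without *Cnp*-/-;5×FAD replicate 2, 3 without 5×FAD replicate 1, 2 without 5×FAD replicate 2, 29 without WT replicate 1 and 12 without WT replicate 2. The largest changes were those of *Cacna2d3* (log2 fold change 5.67), *Adamtsl3* (4.29), *C4b* (2.70), *Masp1* (2.60), *Cadps* (2.50), *Deptor* (−7.13), *A330072L02Rik* (−5.47), *A530053G22Rik* (−4.87), *Robo1* (−4.25) and *Slc50a1* (−3.79). *C4b* passed the threshold in all 13 alternatives, and the other genes listed in 5 to 11 of 13. More RNA of other cells on the *Cnp*-/- background would raise the transcripts most enriched in those cells. The median log2 fold change of the 50 most enriched transcripts was −0.37 for astrocytes, 0.0630 for microglia and −0.80 for neurons. This argues against more RNA of neurons as the whole cause (quartiles −2.201 and −0.15, 12 of 50 higher). Less RNA of neurons on that background was not tested and is not excluded for the 28 lower genes. For more RNA of astrocytes and of microglia the medians decide nothing, since the transcripts went both ways (quartiles −1.23 and 0.17, 17 of 50 higher, and −0.18 and 0.50, 28 of 50 higher). For *C4b*, the highest log2 fold change of the astrocyte transcripts *Slc1a2* and *Slc1a3* was 0.15, which argues against astrocyte RNA. A response of oligodendrocytes to the loss of CNP stays open and was not tested further. With 5×FAD, 0 genes passed by edgeR (326 unadjusted) and 12 by DESeq2, and whether both effects differ was not tested. A count of 0 is reached by all 35 splits whatever the data, so that the splits say nothing here. On simulated data with 200 changed genes among 8761, the test recovered 41.5% of them for loss of *Cnp* and 48.5% for 5×FAD.

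The paper's text does not report genes changed in neurons of these libraries, and its supplement was read only in part. Of 21584 genes, 4 passed the threshold with loss of *Cnp* (1756 unadjusted): *A830036E02Rik* (log2 fold change −6.66), *Krt20* (−4.28), *Krt12* (−3.78) and *Adap1* (0.86). The count was 2 without 5×FAD replicate 2. *Krt12* was lost without *Cnp*-/- replicate 1 (adjusted *P* = 0.0671 by edgeR), *Cnp*-/- replicate 2 (0.0721) or 5×FAD replicate 2 (0.0617), and *Adap1* without *Cnp*-/-;5×FAD replicate 1 (0.0617) or 2 (0.0690), 5×FAD replicate 1 (0.0522) or 5×FAD replicate 2 (0.0617). Over the alternatives, the adjusted *P* ranged from 1.02e-60 to 0.0966 for *Krt12* and from 2.18e-32 to 0.0690 for *Adap1*. In a model with only 2 groups, the real split gave 4 genes and none of the other splits gave any (1 of 35 with as many). This share is the smallest possible and not adjusted over the results tested in this way, so that it only argues against chance for that model. *Krt20*, *A830036E02Rik* and *Krt12* lie 1137, 1149 and 1153 kb from *Cnp* on chromosome 11, and *A830036E02Rik* overlaps *Krt12* on the other strand. A stretch of the donor strain's chromosome around the targeted locus is a candidate explanation. Of 240 further genes within 5 Mb of *Cnp*, 22 (9.17%) had an unadjusted *P* below 0.05, against 1697 of 20863 other genes (8.13%, Fisher's exact test, one-sided *P* = 0.313). The 4 genes past the threshold and *Cnp* itself were left out of these counts, so that the 3 genes near *Cnp* do not enter. This test does not decide, since few genes of the stretch need to change, and an effect of the donor stretch and one of CNP loss cannot be told apart for these 3 genes, because every library without CNP also carries the targeted locus. With 5×FAD, 0 genes passed by edgeR (2542 unadjusted) and 506 by DESeq2, and the count was 4 without *Cnp*-/- replicate 1. The splits say nothing here, since all 35 reach a count of 0 whatever the data. The groups of libraries did not overlap for 1193 of all 21584 genes (5.53%) with 5×FAD, where chance gives 2.86%. With loss of *Cnp*, they did not overlap for 841 genes (3.90%). The test recovered 77.5% (loss of *Cnp*) and 81.0% (5×FAD) of 200 changed genes on simulated data of 21584 genes.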

How the results depend on the processing

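Chosen only after the data were seen were the sum of mature and newly formed oligodendrocytes, clustering without the genes changed between the DAM subpopulations, limma-voom with and without the library as a block, the block and the absence of a filter for the *Ms4a* set, and single libraries left out for the shift and *Cst7*. Of 107 values of the 20 main results under other settings, 64 kept their direction and side of the threshold (for counts, stayed within 1.5 times), 40 moved and 3 were no longer past the threshold. Of 148 values with 1 library left out, 104 were kept, 38 moved, 2 were no longer past the threshold and 4 reversed. Of 212 values of single genes and *Cst7* under other settings, 171 were kept, 31 were no longer past the threshold, 5 came past it, 3 moved and 2 reversed, and of 410 values with 1 library left out, 253 were kept, 154 were no longer past it, 2 came past it and 1 reversed. Where no cause is given, the cause was not tested.

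Without the filter on low counts, 181 genes (61 higher and 120 lower) instead of 115 (52 and 63) differed between myelin-DAM and amyloid-DAM, 106 of them shared, and the median over all genes moved to −0.26. The other counts without the filter were 10 instead of 0 within amyloid-DAM, 11 instead of 0 within myelin-DAM, 377 (284 and 93) instead of 130 (116 and 14) for loss of *Cnp* in all microglia with a median of 0.12, 264 (231 and 33) instead of 32 (31 and 1) for 5×FAD with a median of 0.26, 131 (31 and 100) instead of 4 for the interaction with a median of −0.20, 153 (65 and 88) instead of 3 between *Cnp*-/- and 5×FAD, 544 (201 and 343) instead of 67 (39 and 28) for loss of *Cnp* and 37 instead of 0 for 5×FAD in mature oligodendrocytes, and 358 and 352 instead of 0 in astrocytes. By DESeq2 the counts were 2 within amyloid-DAM, 3 within myelin-DAM, 237 (177 and 60), 126 (98 and 28), 67 (9 and 58) and 95 (55 and 40) for the 4 contrasts of all microglia in the same order, 517 (223 and 294) and 12 in mature oligodendrocytes, 7 and 2 in astrocytes (641 and 574 unadjusted by edgeR), and 181 (59 and 122) instead of 4 and 506 (152 and 354) instead of 0 in neurons. With the size factors of DESeq2 in edgeR, every count stayed within 1.5 times.

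With the same number of nuclei per profile, 69 genes differed between myelin-DAM and amyloid-DAM, 0 within amyloid-DAM (66 unadjusted) and 1 within myelin-DAM, and with the same number per library the counts in all microglia were 28 for loss of *Cnp*, 1 for the interaction and 22 between *Cnp*-/- and 5×FAD. This setting also tests fewer genes. With at least 5 nuclei per profile, 3 genes changed within amyloid-DAM and 3 within myelin-DAM. Within the *Cnp*-/-;5×FAD libraries 5 genes differed between the subpopulations, and 42 with only the single mutants, where fewer profiles enter. Without MyTE nuclei, the counts were 32 for loss of *Cnp* (30 shared), 1 for the interaction and 1 between *Cnp*-/- and 5×FAD, where *Magi2* reversed to −0.36. With only the 4 libraries compared, 0 genes passed between *Cnp*-/- and 5×FAD by edgeR (660 unadjusted). Mature and newly formed oligodendrocytes together gave 154 genes for loss of *Cnp*, 62 of them shared. *Lpl* reversed to 0.11 with only the single mutants. The *Ms4a* set, which held *Ms4a7* alone, had no gene past the filter with at least 5 nuclei or the same number of nuclei per profile, and its median lay between 2.29 and 3.54 in the other settings.

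Both *Cnp*-/-;5×FAD libraries gave a myelin-DAM and an amyloid-DAM profile. By limma-voom, 122 genes differed between the subpopulations (96 shared), and 132 (97 shared) with the library as a random block (correlation within a library 0.163). *Apoe* had a log2 fold change of 0.99 (standard error 0.356, adjusted *P* = 0.178 by limma-voom) and of 0.95 (0.323, adjusted *P* = 0.132 by limma-voom) with that block, and did not pass the threshold in either, like *Cst3* (−2.10 and −1.94). *Ctnna3* was −4.31 and −4.26.

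Over all genes, replicate numbers hardly pair the libraries: deviations of replicates from their genotype's mean correlated between −0.20 and 0.19 across genotypes. Single genes may still follow the replicate number. *Cst3* was higher in replicate 2 of each genotype in astrocytes and macrophages, but not in every class. With the replicate number as a block, 1 gene changed within myelin-DAM, 1 had an interaction, and 23 changed with loss of *Cnp* in mature oligodendrocytes (21 shared). The differences in the shares of amyloid-DAM (32.6 points), myelin-DAM (20.7) and MyTE nuclei (8.45) are the same, and the exact permutation *P* of 0.0556 is the smallest that 36 relabellings within replicate numbers can give, so it says nothing about stability.

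With 1 library left out, 58 to 92 genes differed between myelin-DAM and amyloid-DAM (58 without *Cnp*-/- replicate 1). Within amyloid-DAM 0 to 2 genes changed (2 without *Cnp*-/-;5×FAD replicate 1, 1 without *Cnp*-/-;5×FAD replicate 2) and within myelin-DAM 0 to 2 (2 without *Cnp*-/-;5×FAD replicate 1, 1 without *Cnp*-/- replicate 1). For loss of *Cnp* in all microglia the range was 22 to 132, with 22 without WT replicate 1, 24 and 34 without 5×FAD replicates 2 and 1, 41 and 73 without *Cnp*-/-;5×FAD replicates 2 and 1, and 46 without *Cnp*-/- replicate 1. For 5×FAD it was 19 (without 5×FAD replicate 2) to 48. For the interaction it was 1 to 16, with 1 without *Cnp*-/-;5×FAD replicate 2 or either 5×FAD replicate, 2 without *Cnp*-/- replicate 1, *Cnp*-/-;5×FAD replicate 1 or WT replicate 1, 16 without *Cnp*-/- replicate 2 and 11 without WT replicate 2. Between *Cnp*-/- and 5×FAD it was 0 (without any of the *Cnp*-/- and 5×FAD libraries) to 9 (without any of the *Cnp*-/-;5×FAD and WT libraries). In mature oligodendrocytes it was 2 (without 5×FAD replicate 2) to 262 (without *Cnp*-/- replicate 1) for loss of *Cnp*, with 3 without 5×FAD replicate 1, 7 and 29 without *Cnp*-/-;5×FAD replicates 2 and 1, 12 and 29 without WT replicates 2 and 1, and 20 without *Cnp*-/- replicate 2. In neurons it was 2 (without 5×FAD replicate 2) to 5 for loss of *Cnp* and 0 to 4 (without *Cnp*-/- replicate 1) for 5×FAD. The MyTE difference ranged from 6.38 to 9.74 points and lost its exact permutation threshold without WT replicate 1 (7.94) or 2 (7.53). The difference in the share of microglia among all nuclei ranged from −0.726 to 1.204 points and reversed without WT replicate 1 (−0.232), WT replicate 2 (−0.726), *Cnp*-/-;5×FAD replicate 1 (−0.441) or *Cnp*-/-;5×FAD replicate 2 (−0.0296). *Lpl* ranged from −0.57 to 0.0108 and reversed without *Cnp*-/-;5×FAD replicate 2.

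Microglia had medians of 1159.5 to 2761.5 UMIs per nucleus. *Spp1*, with 6 UMIs in the amyloid-DAM and 14 UMIs in the myelin-DAM profiles, did not pass the filter between the DAM subpopulations. Whether depth or a low level of *Spp1* was the cause was not tested.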

Differences from the paper's values

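All comparisons here were planned, with Fig. 5 already seen, and no test was chosen only after the result here was seen. The paper's fold changes in Fig. 5f come from a test with nuclei as replicates, and those here from sums per library with the library as the replicate. A value is called within the error where it lies within 1 standard error of the paper's, taking the standard error of the same gene under the same setting, or that of the value here for the mean over nuclei, so that the tolerance differs by gene and setting.

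For *Ctnna3*, the paper's log2 fold change of myelin-DAM over amyloid-DAM is about −2.2 in Fig. 5f, read by eye, and the value here is −2.77 (standard error 0.438). Of the alternatives set before the data were examined, DESeq2 (−2.58), at least 5 nuclei per profile (−2.54), the same number of nuclei per profile (−2.61), only the *Cnp*-/-;5×FAD libraries (−1.799) and the mean over nuclei (−2.19) come within the error of the paper's value. The size factors of DESeq2 (−2.75), no filter (−2.84), the replicate block (−2.77) and only the single mutants (−6.19) do not. For *Ank*, the paper's value is about −1.8 in Fig. 5f, read by eye, and the value here is −2.09 (standard error 0.126). At least 5 nuclei per profile (−1.88), the same number of nuclei (−1.95) and the mean over nuclei (−1.78) come within the error, and the size factors of DESeq2 (−2.07), no filter (−2.17), the block (−2.09), DESeq2 (−2.07), only the *Cnp*-/-;5×FAD libraries (−1.998) and only the single mutants (−2.18) do not. For *Csmd3*, the paper's value is about −1.5 in Fig. 5f, read by eye, and the value here is −1.79 (standard error 0.153). At least 5 nuclei per profile (−1.51), only the *Cnp*-/-;5×FAD libraries (−1.45) and the mean over nuclei (−1.44) come within the error, and the size factors of DESeq2, no filter, the block, DESeq2, the same number of nuclei (−1.90) and only the single mutants (−2.21) do not. For *Plxdc2*, the value here (−1.16, standard error 0.135) is within the error of the paper's, as are the alternatives apart from at least 5 nuclei per profile (−1.03). The numbers of nuclei per library and subpopulation match those of Fig. 5e in 40 of 40 cases.

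The paper states that *Apoe* is higher in myelin-DAM, and here its log2 fold change of 0.87 had an adjusted *P* of 0.326 by edgeR (5.74e-04 to 0.726 over the alternatives). It passed the threshold without the filter (0.77), with the same number of nuclei per profile (1.22) and without *Cnp*-/-;5×FAD replicate 2 (1.00). *Abca1*, *Apobec1* and *Ms4a7* passed the threshold in the paper's direction. The paper states that *Cst3* is higher in amyloid-DAM, and here its log2 fold change of −1.21 had an adjusted *P* of 0.280 by edgeR (2.97e-06 to 0.877). It passed without the filter (−1.30) and with only the single mutants (−3.87). The paper states the same of *Gpc5* and *Cst7*, which did not pass the filter here, with 123 and 38 UMIs in the amyloid-DAM profiles and 0 and 6 UMIs in the myelin-DAM profiles. Within amyloid-DAM, the paper states that *Apoe* is higher in *Cnp*-/-;5×FAD than in 5×FAD mice, and here the log2 fold change of 1.29 had an adjusted *P* of 1.00 by edgeR (3.72e-06 to 1.00) and passed without the filter (1.32) and without *Cnp*-/-;5×FAD replicate 1 (1.82).

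The paper's text gives the names myelin-DAM and amyloid-DAM to clusters 4 and 5 in that order, while the labels of Fig. 5c give amyloid-DAM to cluster 4 and myelin-DAM to cluster 5. The annotation used here has amyloid-DAM as the subpopulation from 5×FAD genotypes (566 of 586 nuclei). The reporting summary also says that animals were pooled for each replicate of the single-cell analysis. The methods state pooling only for the data set of younger mice. A library may therefore hold a pool of mice, and differences between mice named here are differences between libraries. The reporting summary says that the animals analysed in *Cnp* crossbreedings were females, and the methods name both sexes. All 8 libraries held counts of the Y chromosome genes *Ddx3y* (48.3 to 59.3 CPM), *Uty* (127 to 148 CPM) and *Kdm5d* (45.0 to 62.1 CPM), with *Xist* at 0.309 to 0.578 CPM.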

Other observations

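Chosen only after the results were seen were the counts of other splits of the libraries, the test of MyTE nuclei as the whole cause, both tests of the content of MyTE nuclei and the comparison of *Cst3* within the *Cnp*-/-;5×FAD libraries.

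Of 35 splits of the 8 DAM profiles into 4 and 4, only the real one (1 of 35) gave as many genes as the comparison of myelin-DAM with amyloid-DAM, and only the real one gave as large a result for the *Ms4a* genes. Since the subpopulations were found by clustering the same counts, the real split must stand out, and chance is not excluded by this for either result. For loss of *Cnp* in all microglia, 2 of 35 splits gave as many genes in a model with only 2 groups, the real one with 2 genes and the split by 5×FAD with 4. No other split did, so that only the effect of 5×FAD keeps the share of splits above 0.05, and this count leaves open whether chance can be excluded. For 5×FAD in all microglia, only the real split (1 of 35) gave as many in such a model, with 4 genes against at most 2. This share is the smallest possible and not adjusted over the results tested in this way. With so few genes, it argues only weakly against chance for that model. In astrocytes, 0 of 11809 genes passed by edgeR for loss of *Cnp* (641 unadjusted, 7 by DESeq2) and for 5×FAD (574 unadjusted, 2 by DESeq2), where all 35 splits reach a count of 0 whatever the data, so that they say nothing. On simulated data with 200 changed genes among 11809, the test recovered 69.0% and 66.5% of them.

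Leaving out MyTE nuclei reduced the genes changed with loss of *Cnp* in all microglia from 130 to 32. The larger share of MyTE nuclei is not the whole cause, since 30 of the genes stayed past the threshold. Of the 100 genes lost, 99 had a value without MyTE nuclei in a fit without the filter on low counts. Their median log2 change was 1.10 there, against 1.28 with MyTE nuclei and the filter, so that 85.6% of it was left. This argues against the larger share of MyTE nuclei as the main source of these changes and leaves lower power as a possible explanation. Both fits also differ in the filter, whose part was not separated, which limits this comparison.

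MyTE nuclei may hold RNA of whole oligodendrocyte nuclei, from nuclei counted under 1 barcode or otherwise. The 100 transcripts most enriched in mature oligodendrocytes reached a median of 52.3% of their oligodendrocyte level in MyTE nuclei (5th to 95th percentile 28.7% to 64.8%), with *Mbp* at 57.8%, and the medians of 7 libraries lay between 43.6% and 57.8%. The median of 2761.5 UMIs is close to the sum of the medians of homeostatic and oligodendrocyte nuclei (2674.5), in which an oligodendrocyte nucleus would bring 56.6%, while microglial transcripts stood at 35.5% of their homeostatic level. Uptake of cytoplasmic myelin RNA without oligodendrocyte nuclear RNA would leave the median of these transcripts near 0 and put *Mbp* above their 95th percentile of 64.8%, and neither was so. Doublets formed in the droplets and nuclei joined in the tissue or the preparation were not told apart.

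*Cst3* differed strongly between single mutants and hardly within the *Cnp*-/-;5×FAD libraries. A difference between libraries that also holds in other classes would put both *Cnp*-/- libraries below both 5×FAD libraries there. This was so in 0 of 5 other classes (astrocytes, mature oligodendrocytes, neurons, macrophages and endothelial cells). In macrophages, *Cnp*-/- replicates 1 and 2 (109 and 463 CPM) each lay below the 5×FAD replicate of the same number (336 and 572 CPM). The values argue against a difference that holds in all classes and leave single classes open. In homeostatic microglia both *Cnp*-/- libraries (178 and 49.5 CPM) lay below both 5×FAD libraries (672 and 1096 CPM). Within the *Cnp*-/-;5×FAD libraries, the mean log2 ratio of myelin-DAM to amyloid-DAM was −0.11, against −4.00 between the single mutants. A difference between mice or genotypes in all microglia and one between the subpopulations cannot be told apart, because the single mutants confound both and only 2 libraries hold both subpopulations.

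In *Cnp*-/-;5×FAD replicate 1, the Y chromosome gene *Eif2s3y* stood at 35.3 CPM over all nuclei, against 99.9 to 175 CPM in the other 7 libraries. *Axl* and *Itgax*, which the paper names for sorted microglia, had log2 fold changes of 1.68 and 2.23 with loss of *Cnp* (adjusted *P* = 0.0592 and 0.117 by edgeR) and of 1.61 and 2.29 with 5×FAD (adjusted *P* = 0.113 and 0.162 by edgeR) in all microglia, and did not pass the threshold.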
